# ARG1-expressing microglia show a distinct molecular signature and modulate postnatal development and function of the mouse brain

**DOI:** 10.1038/s41593-023-01326-3

**Published:** 2023-05-11

**Authors:** Vassilis Stratoulias, Rocío Ruiz, Shigeaki Kanatani, Ahmed M. Osman, Lily Keane, Jose A. Armengol, Antonio Rodríguez-Moreno, Adriana-Natalia Murgoci, Irene García-Domínguez, Isabel Alonso-Bellido, Fernando González Ibáñez, Katherine Picard, Guillermo Vázquez-Cabrera, Mercedes Posada-Pérez, Nathalie Vernoux, Dario Tejera, Kathleen Grabert, Mathilde Cheray, Patricia González-Rodríguez, Eva M. Pérez-Villegas, Irene Martínez-Gallego, Alejandro Lastra-Romero, David Brodin, Javier Avila-Cariño, Yang Cao, Mikko Airavaara, Per Uhlén, Michael T. Heneka, Marie-Ève Tremblay, Klas Blomgren, Jose L. Venero, Bertrand Joseph

**Keywords:** Microglia, Development of the nervous system

## Abstract

Molecular diversity of microglia, the resident immune cells in the CNS, is reported. Whether microglial subsets characterized by the expression of specific proteins constitute subtypes with distinct functions has not been fully elucidated. Here we describe a microglial subtype expressing the enzyme arginase-1 (ARG1; that is, ARG1^+^ microglia) that is found predominantly in the basal forebrain and ventral striatum during early postnatal mouse development. ARG1^+^ microglia are enriched in phagocytic inclusions and exhibit a distinct molecular signature, including upregulation of genes such as *Apoe*, *Clec7a*, *Igf1*, *Lgals3* and *Mgl2*, compared to ARG1^–^ microglia. Microglial-specific knockdown of *Arg1* results in deficient cholinergic innervation and impaired dendritic spine maturation in the hippocampus where cholinergic neurons project, which in turn results in impaired long-term potentiation and cognitive behavioral deficiencies in female mice. Our results expand on microglia diversity and provide insights into microglia subtype-specific functions.

## Abstract (web summary)

The molecular diversity of microglia has been described. Here the authors show that ARG1-expressing microglia are enriched in phagocytic inclusions and are involved in hippocampal innervation and spine maturation in mice. ARG1-expressing microglia also modulate cognition in a sex-dependent manner.

## Main

Brain development begins a few weeks after conception and is thought to be complete by early adulthood. Establishment of distinct neural circuits requires the coordination of a complex set of spatial and temporal neurodevelopmental events^1^. In mammals, microglia, the resident immune cells of the CNS, populate the brain from a yolk sac origin during embryogenesis^2–4^ before the overall establishment of neural circuits. This suggests that microglia play roles in brain wiring, supported by microglia-depletion strategies during embryonic stages^5^. Likewise, systemic inflammation during pregnancy affects microglia and exerts deleterious effects on neuronal wiring and contributes to the etiology of neurodevelopmental and neuropsychiatric disorders^6^. Regulation of the composition of the extracellular environment, synaptogenesis, synapse pruning and myelination are all reported microglia-regulated biological processes essential to the emergence of effective neural circuits^7,8^. Roles for microglia are also acknowledged in the context of brain diseases ranging from neurodegenerative disorders, such as Alzheimer’s disease, to neoplasms, including tumors of the developing brain (that is, pediatric tumors)^8–10^. Microglial dysfunction, including the acquisition of neurotoxic or tumor-supporting functions, is a common feature of the aforementioned brain pathologies^9,11–13^. Hence, microglia fulfill multiple functions throughout development and under disease conditions.

Microglia are commonly regarded as a population of versatile cells that can acquire distinct phenotypes after exposure to extrinsic cues in their environment. However, recent high-throughput genome-wide sequencing data revealed that microglia with different transcriptomic profiles coexist throughout the lifespan of mice during both homeostasis and disease-related challenges^14–19^. Whether these subsets constitute different microglial subtypes with intrinsic differences and functional specialization(s) has not been systematically explored^8,9^. Of note, these studies show that microglia heterogeneity is strikingly high during postnatal development when the brain is expanding and establishing its neuronal networks^1^. Postnatal life encompasses critical phases of mammalian brain development. Indeed, whereas the foundation of brain development begins before birth, the wiring of some neuronal networks, in particular those involved in higher cognitive and sensory functions and sex-related behaviors, takes place postnatally. During childhood and adolescence, the brain forms and refines complex neuronal networks through synaptogenesis, pruning and myelination^1^. Interestingly, established microglial biological functions offer a striking match to the above-described postnatal brain developmental events^6^. Furthermore, beyond their immune functions, microglia are reported to modulate the formation of axonal tracks, synaptic reorganization and turnover and activity and contribute to the maturation of neural circuits^5,20,21^. In addition, microglia, in particular CD11c^+^ microglia expressing large amounts of insulin-like growth factor 1, are regulators of oligodendrocyte differentiation and myelin formation^22^. A further emerging dimension of multifaceted microglia is that they exhibit sex differences in morphology, maturation and functional output^23,24^, at least from postnatal development onward. Considering the plethora of functions described for microglia in the developing brain and the reported postnatal microglial transcriptional diversity, one could envisage that distinct microglial subtypes are responsible for exerting these various biological functions.

Here, we report a microglial subtype, arginase-1-expressing (ARG1^+^) microglia. ARG1^+^ microglia are morphologically indistinguishable from neighbouring ARG1^–^ microglia but can be defined by a distinct transcriptomic profile and a unique spatial and temporal distribution and exert a unique function in the developing brain.

## Results

### ARG1^+^ microglia are primarily found in the basal forebrain (BF)

Using an antibody screen, we identified that in wild-type (WT) and unchallenged brains of mice of both sexes, a subset of microglia coexpresses ionized calcium-binding adaptor molecule 1 (IBA1; encoded by the gene *Aif1*) and the enzyme ARG1. Immunofluorescence analysis of WT mouse brains at postnatal day 10 (P10) and P28 revealed that ARG1^+^ microglia coexist along with ARG1^–^ microglia that do not express ARG1 (Fig. 1a,b). We also identified ARG1^+^IBA1^–^ cells in the cerebellum and around the lateral ventricles, which morphologically do not resemble microglia and were therefore excluded from this study (Extended Data Fig. 1). We further confirmed the existence of ARG1^+^ microglia in YARG reporter mice^25^, which express yellow fluorescent fusion protein (YFP) inserted downstream of the endogenous stop codon of the *Arg1* gene (Extended Data Fig. 2a).

**Fig. 1:**
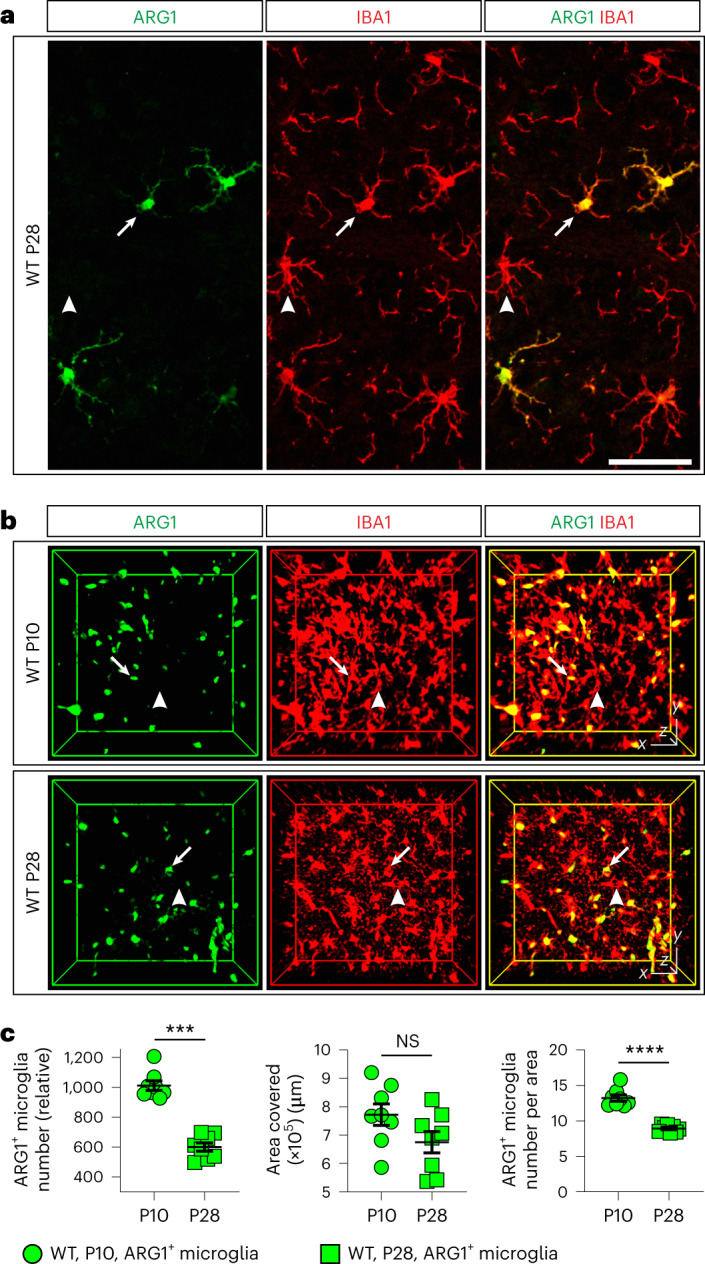
ARG1^+^ microglia coexist in the same vicinity as ARG1^–^ microglia in the BF of P10 and P28 female and male mice. **a**,**b**, ARG1^+^ microglia (arrows) and ARG1^–^ microglia (arrowheads) in WT female (**a**; confocal) and WT male (**b**; iDISCO) mouse brains. Scale bars, *x* = 50 μm and *z* = 8.25 μm (**a**) and *x* = *y* = 50 μm and *z* = 150 μm (**b**). **c**, The ARG1^+^ microglia population declines with age (*n* = 4 female and 4 male animals). Each circle (P10) or square (P28) corresponds to one animal; ***P = 0.0002, ARG1^+^ microglia number (relative); ****P < 0.0001, ARG1^+^ microglia number per area; NS, not significant. Data are shown as mean ± s.e.m. Statistically significant differences were determined by unpaired two-sided *t*-tests (for area covered and ARG1^+^ microglia number per area) and two-sided Mann–Whitney *U*-test (for ARG1^+^ microglia number). Source data

To gain further insights into the topographical localization of ARG1^+^ microglia, immunolabeling-enabled three-dimensional imaging of solvent-cleared organs (iDISCO+) three-dimensional (3D) deep imaging of ARG1 and IBA1 expression was performed on P10 and P28 mouse brains^26^. ARG1^+^ microglia were found to cluster in several brain regions both at P10 and P28. The ARG1^+^ microglia located in the BF and ventral striatum (vStr) constituted the largest ARG1^+^ microglia cluster (Fig. 2a and Supplementary Videos 1–4). Further registration of the P28 ARG1^+^ microglia population against the Allen Developing Mouse Brain Atlas (http://mouse.brain-map.org) revealed that the highest concentration of ARG1^+^ microglia is located in the ventral pallidum, followed by adjacent areas (Fig. 2b). The BF is an area rich in cholinergic neurons that project to the hippocampus, a structure engaged in cognition^27^, and loss of BF cholinergic projections and reduction of BF volume are associated with reduced cognitive capability^27^.

**Fig. 2:**
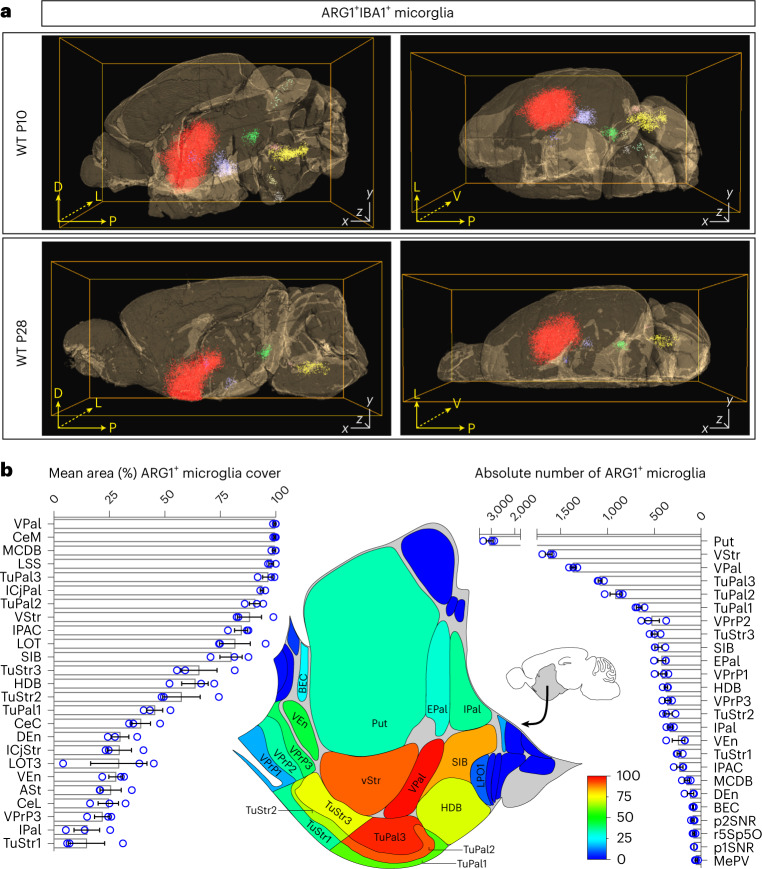
ARG1^+^ microglia have a site-specific distribution in the brains of P10 and P28 WT mice. **a**, ARG1^+^ microglia are found in defined locations in the brain, forming clusters. The largest cluster is found in the BF/vStr (red cluster). Each dot corresponds to a single ARG1^+^IBA1^+^ cell (*n* = 1 animal). Scale bars, *x* = *y* = 1,000 μm and *z* = 5,580 μm (**a**; P10) and *z* = 5,845 μm (**a**; P28). D, dorsal; V, ventral; P, posterior; L, lateral. **b**, Registration of iDISCO+ to the Allen Mouse Brain map of the BF/striatum (*n* = 3 P28 male animals). The percentage of area (pixels) that ARG1^+^ microglia occupy, accompanied by a graphical illustration and absolute number of ARG1^+^ microglia in each brain area, as quantified by iDISCO+ is shown. Each circle corresponds to one animal. Data are shown as mean ± s.e.m. The schematic in **b** was adapted from the Allen Brain Institute Reference Atlas (http://mouse.brain-map.org). Source Data Fig. 2b contains definitions for the abbreviations used. Source data

### ARG1^+^ microglia are abundant in early development

While ARG1^+^ microglia were present at all investigated ages (P10, P28 and P100), and their numbers varied greatly, ARG1^+^ microglia number in the BF/vStr was notably reduced from P10 to P28 (Fig. 1c), while at P100, only a residual population could be observed (Extended Data Fig. 2b,c). Of note, early postnatal life is a critical period for brain development, during which brain size increases and neuronal spines and networks mature, including cholinergic BF neurons^28^. Collectively, these data support the existence of a subset of microglia in the unchallenged WT mouse brain that expresses ARG1 and exhibits intriguing spatiotemporal overlap with the cholinergic system.

### ARG1^+^ microglia do not exhibit morphological aberrations

We used morphometric analysis to compare ARG1^+^ microglia to neighboring ARG1^–^ microglia from P10 and P28 animals, but no notable morphological differences were observed (Extended Data Fig. 3a,b).

### P13 ARG1^+^ microglia have a unique transcriptomic profile

To assess whether ARG1^+^ microglia are characterized by a distinct gene expression profile, we performed bulk RNA-sequencing (RNA-seq) analysis. We isolated ARG1–YFP^+^CX3CR1^+^ microglia and ARG1–YFP^–^CX3CR1^+^ microglia from the area ventral to the corpus callosum and anterior to the lateral ventricles and excluding the olfactory bulb of P13 female and male YARG animals (Fig. 3a). 

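The sorted microglia were sequenced as 12 libraries, 3 from each sex of ARG1+ microglia and 3 from each sex of ARG1- microglia, at postnatal day 13. In YARG mice, YFP reports the activity of the *Arg1* locus, and CX3CR1 is the fractalkine receptor that microglia carry. The authors made full-length complementary DNA with the SMART-Seq method, aligned the reads to the mouse genome GRCm38 with STAR and counted them on genes with featureCounts. The deposited values are these counts, without normalization, for 55487 genes, of which 29671 had a count above 0 in at least 1 library. Total counts ranged from 30954399 to 60625170 in ARG1- libraries, with a median of 37377368, and from 28356659 to 46569667 in ARG1+ libraries, with a median of 33257685. Genes were kept by edgeR's filter on low counts with the 4 groups of sex and ARG1 status, which left 16908 genes. Counts were normalized by the TMM method, and each gene was fitted with ARG1 status and sex as terms over all 12 libraries. P values are from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment over the genes tested, and values per gene are CPM, the count of a gene relative to the normalized total of its library. The reads carry no molecular identifiers, so copies of 1 molecule made during amplification are counted as separate reads. The sample labels number the libraries but do not say which of them share a litter, and no pairing of ARG1+ and ARG1- libraries was used.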

Confirmatory immunohistochemistry analysis in YARG mice showed that ARG1 and YFP protein expression in cells are concurrent (Extended Data Fig. 2a). Furthermore, we validated in CX3CR1–green fluorescent protein (GFP) mice, which express GFP under the control of the endogenous *Cx3cr1* locus, that a subset of CX3CR1-expressing microglia expresses ARG1 in the BF (Extended Data Fig. 4a), while in ventricles, ARG1^+^ cells that morphologically do not resemble microglia do not express CX3CR1–GFP (Extended Data Fig. 4b). We also observed in WT brain vessels ARG1^+^IBA1^+^ cells with amoeboid morphology, which were strongly reminiscent of perivascular macrophages^29^ (Extended Data Fig. 4c). In fact, those cells were positive for the macrophage mannose receptor (CD206)^29^, in contrast to the microglia that were negative for this marker and exhibited a ramified morphology. Based on the above observations, the cell populations of interest were collected by fluorescence-activated cell sorting (FACS) using negative CD206 selection (to exclude perivascular macrophages), positive selection for CX3CR1 (that is, microglial/myeloid marker) and ARG1–YFP expression (Fig. 3a and Extended Data Fig. 5a).

**Fig. 3:**
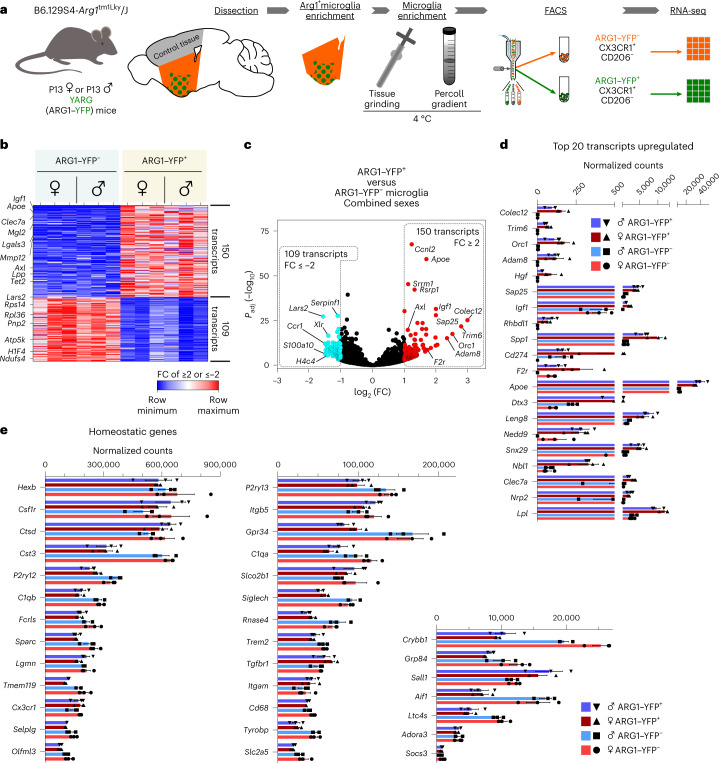
The ARG1^+^ microglia transcriptome is substantially different than that of neighboring ARG1^–^ microglia in female and male P13 mice. **a**, ARG1^+^ microglia were isolated from P13 YARG mice. Three to five brains were dissected from either female or male mice per biological replicate (*n* = 3 litters per sex). Tissues were ground on ice before performing Percoll gradient centrifugation. ARG1^–^ microglia and ARG1^+^ microglia were sorted by flow cytometry, followed by RNA-seq. **b**,**c**, Heat map (**b**) and volcano plot (**c**) of up- and downregulated (at least twofold) genes in ARG1–YFP^+^ and ARG1–YFP^–^ microglia. Only validated genes are included in this list. **d**, List of the 20 most upregulated genes in ARG1–YFP^+^ microglia. **e**, ARG1–YFP^+^ (and ARG1–YFP^–^) microglia express high numbers of transcripts of homeostatic microglial genes. Data in **d** and **e** are shown as mean ± s.e.m. *P* values (two sided) attained by the Wald test are corrected for multiple testing using the Benjamini–Hochberg method (*P*_adj_). Statistically significant differences were not measured for **d** and **e**. Source data

Three independent biological replicates from pooled female or male mouse brain tissues were used for transcriptomic analysis. RNA-seq data revealed that ARG1^+^ microglia possess a unique and distinct transcriptomic profile compared to ARG1^–^ microglia from the same brain area. 

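Of the 16908 genes tested, 2682 (15.9%) differed between ARG1+ and ARG1- microglia at an adjusted p under 0.05, of which 1089 were higher and 1593 were lower in ARG1+ microglia. In 1699 genes (10.0%), all 6 libraries of one population lay above all 6 of the other, where chance gives 0.216% of genes. Of the alternatives tried, DESeq2's Wald test without a prior moved the number of genes most, to 4105. Leaving out ARG1+ male replicate 12 gave 1753 genes. Among genes whose populations did not overlap, the 5 with the largest fitted increase had no count in any ARG1- library and are given as lower limits. *Mmp12* was at least 68.7-fold higher in ARG1+ microglia (5.38 ± 4.55 CPM, SD, n = 6), *Adam8* at least 40.0-fold (3.13 ± 1.46), *Prrg1* at least 36.4-fold (2.85 ± 3.07), *Gm44116* at least 27.6-fold (2.16 ± 1.20) and *AC132460.2* at least 21.1-fold (1.65 ± 0.607). These limits divide the ARG1+ mean by a floor of 3 counts. They do not cover the spread between libraries or lost transcripts. The lowest log2 fold changes among the alternatives were 1.23, 2.35, 1.20, 2.37 and 2.14, in the same order. Each gene stayed at an adjusted p under 0.05 there. Among the 5 with the largest fitted decrease, *Sorbs2* was at least 14.9-fold lower and *Hbb-bt* at least 8.40-fold lower in ARG1+ microglia. *Pantr1* had a log2 fold change of -5.97 (SE 1.16, adjusted p = 0.00541), *Fez1* of -3.26 (SE 0.94, adjusted p = 0.0346) and *Gm44492* of -2.93 (SE 0.68, adjusted p = 0.0123). *Fez1* stayed at an adjusted p under 0.05 in 4 of the 12 fits that each left out 1 library, and *Sorbs2* in 11. With a beta prior on the 4 groups in DESeq2, chosen after seeing the data, *Sorbs2* had a log2 fold change of -0.38 and an adjusted p of 0.101. From its own comparison of these libraries, the paper concludes that ARG1+ microglia have a transcriptomic profile distinct from that of ARG1- microglia of the same area.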

One hundred and fifty genes were upregulated and 109 genes were downregulated at least twofold in ARG1^+^ microglia compared to in ARG1^–^ microglia (Fig. 3b,c and Supplementary Table 1). 

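With an adjusted p under 0.05 and a fitted change of at least 2-fold, 545 genes were higher and 356 were lower in ARG1+ microglia, and 338 and 286 of them are annotated as protein coding. All 6 ARG1+ libraries lay above all 6 ARG1- libraries for 284 of the 545 genes, and below them for 299 of the 356. Counts were at or under 3 in all 6 ARG1- libraries for 166 of the 545 genes, and in all 6 ARG1+ libraries for 7 of the 356. The fitted change had the same sign in females and in males for 896 of the 901 genes. The genes were chosen by a fit over both sexes of these libraries, which favours a shared sign. When edgeR's glmTreat was used to test whether the change itself exceeded 2-fold, 42 genes were higher and 4 were lower. The 12 fits that each left out 1 library gave 356 to 582 genes higher and 199 to 420 lower, and the lowest number in each direction came without ARG1+ male replicate 12. Of the genes labelled in Fig. 3b, *Rsrp1* on chromosome 4 rose from 1055 ± 254 to 2591 ± 339 CPM (SD, n = 6 libraries each), with a log2 fold change of 1.32 (SE 0.15, adjusted p = 4.2e-04). *Ccnl2* rose from 130 ± 8.74 to 305 ± 44.7 CPM. *Ccr1* on chromosome 9 fell from 176 ± 39.5 to 52.4 ± 19.4 CPM, with a log2 fold change of -1.79 (SE 0.22, adjusted p = 6.5e-04). *Serpinf1* fell from 148 ± 35.7 to 64.3 ± 8.43 and *Xlr* from 91.0 ± 18.5 to 30.8 ± 4.22 CPM.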

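Females and males were compared within each population, with the 4 groups of 3 libraries in 1 fit. In ARG1- microglia, 16 genes differed between the sexes at an adjusted p under 0.05, and 1692 at an unadjusted p under 0.05, a number that 2 of the 9 other splits of these libraries into 3 and 3 exceeded (1760 and 1729). In ARG1+ microglia, 6 genes differed at an adjusted p under 0.05, and 528 at an unadjusted p under 0.05. The 5 genes with the smallest p were the same in both populations. They are *Xist* and *Tsix* on the X chromosome and *Ddx3y*, *Eif2s3y* and *Kdm5d* on the Y chromosome, and the adjusted p of *Ddx3y* was 1.8e-05 in ARG1- and 1.5e-05 in ARG1+ microglia. Outside the sex chromosomes, 10 genes differed in ARG1- microglia and 0 in ARG1+ microglia. Of these 10, 8 were at or under 3 counts in all 3 libraries of one sex, among them *Nedd9* and *Mgl2*. The difference between the populations in their sex effect was tested as an interaction. It gave 0 genes at an adjusted p under 0.05, with a smallest adjusted p of 0.146, and 1576 at an unadjusted p under 0.05. Any relabelling of sex reaches 0 genes, so that count decides nothing, while 2 of 100 relabellings, the real one included, gave as many as 1576. DESeq2 without a prior gave 284 interaction genes at an adjusted p under 0.05. Between the sexes it gave 404 genes in ARG1- and 39 in ARG1+ microglia. In a simulation of the ARG1 comparison it called 51 unchanged genes. Its false calls for sex or the interaction were not simulated. With only genes of at least 10 counts in every library, 0 genes differed between the sexes in either population. Leaving out ARG1- male replicate 5 raised the number in ARG1- microglia to 48. Over all genes tested, the root mean square difference in log2 CPM between 2 ARG1- libraries was 1.70 ± 0.13 for opposite sexes and 1.69 ± 0.16 for the same sex (SD over pairs of libraries). In ARG1+ microglia these differences were 1.17 ± 0.17 and 1.14 ± 0.16. The ratio of the between-sex to the within-sex difference was therefore 1.01 in ARG1- and 1.03 in ARG1+ microglia, and both lay within the spread of the pairs. Splits of 3 libraries against 3 cannot give an exact permutation p under 0.1.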

The transcriptomes of ARG1^+^ microglia from P13 females and males were almost indistinguishable and showed substantially less sex-dependent variation than ARG1^–^ microglia (Extended Data Fig. 5b). Also, the numbers of ARG1^+^ microglia in males and females were similar, as shown by unbiased stereological counting and FACS (Extended Data Fig. 6). Despite the detection of substantial microglial ARG1 (as well as YFP for YARG mice) protein expression even at P28 in the BF of unchallenged WT and YARG mice, *Arg1* transcripts were not observed in the RNA-seq analysis for P13 ARG1–YFP^+^CX3CR1^+^CD206^−^ microglia (Supplementary Table 1). However, quantitative PCR with reverse transcription (RT–qPCR) analysis performed on sorted ARG1–YFP^+^CX3CR1^+^CD206^–^ and ARG1–YFP^−^CX3CR1^+^CD206^−^ cell populations using the same extraction pipeline confirmed restriction of the expression of *Arg1* gene expression to the ARG1^−^YFP^+^CX3CR1^−^CD206^−^ population (Extended Data Fig. 7a–c). 

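*Arg1* (ENSMUSG00000019987), on chromosome 10 of GRCm38 from 24915221 to 24927484, had 52 counts in ARG1+ female replicate 15, 2 counts in ARG1+ female replicate 8 and 0 counts in the other 10 libraries, the 6 ARG1- libraries included. The 52 counts correspond to 1.48 CPM, and the 2 counts to 0.0681. In the libraries without a count, the depth allows up to 3 counts, or from 0.0495 to 0.0977 CPM, which covers counting error only. The gene did not pass the filter on low counts and was not tested.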

ARG1^+^ microglia express high mRNA copy numbers of microglial homeostatic genes, such as *P2ry12*, *Tmem119*, *Siglech*, *Gpr34*, *Socs3*, *Hexb*, *Olfml3* and *Fcrls*^30^, confirming that these cells are indeed microglia (Fig. 3e). 

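In ARG1+ microglia, *P2ry12* had 6767 ± 878 CPM (SD, n = 6 libraries) and ranked 8 among the 55487 genes by mean level, and *Fcrls* had 4913 ± 539 and ranked 15. *Tmem119* had 3054 ± 329 CPM (rank 25), *Gpr34* 2495 ± 329 (rank 31), *Olfml3* 2106 ± 197 (rank 39) and *Siglech* 1545 ± 146 (rank 54). *Socs3* was lower, at 21.8 ± 4.39 CPM, and ranked 6708, above 60.3% of the genes tested. From the high levels of these genes, the paper concludes that the sorted cells are microglia.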

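Of the 7 genes *P2ry12*, *Tmem119*, *Siglech*, *Gpr34*, *Socs3*, *Olfml3* and *Fcrls*, 6 were lower in ARG1+ than in ARG1- microglia at an adjusted p under 0.05. *Gpr34* fell most, from 4715 ± 780 CPM in ARG1- microglia (SD, n = 6), with a log2 fold change of -0.92 (SE 0.12, adjusted p = 6.5e-04). The log2 fold change was -0.77 for *Tmem119*, -0.73 for *Siglech*, -0.62 for *Olfml3*, -0.55 for *P2ry12* and -0.41 for *Fcrls*. *Fcrls* (adjusted p = 0.0237) stayed at an adjusted p under 0.05 in 6 of the 12 fits that each left out 1 library. *Socs3* (log2 fold change -0.01, adjusted p = 0.994) did not differ beyond the spread between libraries. Over the 33 homeostatic genes of Fig. 3e and the text, 20 were lower and 1, *Sall1*, was higher at an adjusted p under 0.05. The same numbers were found when p values were adjusted over the list alone. The median log2 fold change of the list was -0.49, and as a set it lay below the other genes (adjusted p = 5.4e-12 by camera with a preset correlation of 0.01, 7.5e-05 by fry and 0.0157 by camera with an estimated correlation, all from limma). Across the alternatives, 18 to 20 of the genes were lower.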

Of note, most of these microglial homeostatic genes are expressed at lower levels in ARG^+^ than in ARG1^–^ microglia from the same brain area, a feature that has been reported for reactive^31^ and disease-associated microglia^32,33^.

Although *Arg1* gene expression has been traditionally associated with the outdated term alternative microglia, our RNA-seq analysis showed that ARG^+^ microglia cannot be classified as such (Extended Data Fig. 7d). Instead, ARG^+^ microglia are characterized by high expression of genes such as *Axl*, *Apoe*, *Clec7a*, *Mgl2*, *Lgals3 and Igf1* (ref. ^30^; Fig. 3b–d and Supplementary Table 1). 

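Of the 5 activation markers of Extended Data Fig. 7d, 0 differed between ARG1+ and ARG1- microglia at an adjusted p under 0.05, over all genes tested or adjusted over the list alone, and 1, *Cd68*, at an unadjusted p under 0.05. *Mrc1*, the marker of alternative activation, had 147 ± 46.4 CPM in ARG1+ and 121 ± 16.1 in ARG1- microglia (SD, n = 6 libraries each), with a log2 fold change of 0.26 (SE 0.18, adjusted p = 0.371). The sort excluded cells with its protein, CD206, at the surface. Of the markers of classical activation, *Cd68* had 1007 ± 45.1 CPM in ARG1+ and 1156 ± 139 in ARG1- microglia (adjusted p = 0.142). *Il6* had 1.05 ± 0.523 and 2.62 ± 1.97 CPM (adjusted p = 0.218), *Tnf* 1.65 ± 0.552 and 2.05 ± 1.68 (adjusted p = 0.855), and *Il1b* 3.07 ± 1.35 and 2.65 ± 3.12 (adjusted p = 0.864). The fitted direction of *Tnf* changed from lower to higher without ARG1- female replicate 1.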

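*Apoe* (ENSMUSG00000002985), on chromosome 7 of GRCm38 from 19696109 to 19699188, had 9932 ± 1881 CPM in ARG1+ and 2996 ± 285 in ARG1- microglia (SD, n = 6 libraries each), with a log2 fold change of 1.72 (SE 0.11, adjusted p = 4.5e-05). *Igf1*, on chromosome 10 from 87858265 to 87937042, had 54.1 ± 17.3 and 11.5 ± 2.69 CPM, with a log2 fold change of 2.17 (SE 0.22, adjusted p = 2.8e-04). *Axl*, on chromosome 7 from 25757273 to 25788705, had 152 ± 20.8 and 69.8 ± 7.7 CPM (log2 fold change 1.12), and *Clec7a*, on chromosome 6, had 77.0 ± 24.9 and 19.9 ± 6.98 (log2 fold change 1.90). *Lgals3* was sparse, with 7.68 ± 1.48 and 1.90 ± 1.03 CPM (log2 fold change 2.01, SE 0.41, adjusted p = 0.00666). *Mgl2* had 3.30 ± 2.20 and 0.962 ± 1.25 CPM, with a log2 fold change of 3.67 (SE 1.19) and an adjusted p of 0.0552. It had 0 counts in all 3 ARG1- male libraries, and the log2 fold change was 1.77 with ARG1 status alone and 0.51 by DESeq2 with a beta prior and no sex term. Its adjusted p fell under 0.05 in 1 of the 12 fits that each left out 1 library. Together with *Colec12*, *Lpl*, *Spp1*, *C3* and the genes of Fig. 3d, 24 genes were tested, and 20 were higher in ARG1+ microglia at an adjusted p under 0.05. Adjusted over the list alone, 23 were higher, although the study chose these genes on the same samples and this number is not independent evidence. For 19 of the 24, all 6 ARG1+ libraries lay above all 6 ARG1- libraries. *Colec12*, with at most 3 counts in each ARG1- library, was at least 43.5-fold higher, *Lpl* had a log2 fold change of 1.67 and *Spp1* of 2.52. *Nedd9* (adjusted p = 0.101) and *Cd274* (adjusted p = 0.222) of Fig. 3d stayed above the limit over both sexes. With the 4 groups in 1 edgeR fit, *Cd274* was higher in ARG1+ females (log2 fold change 8.75, adjusted p = 0.00348), not in males (0.037, adjusted p = 0.983). *Nedd9* was higher in ARG1+ males (11.2, adjusted p = 0.00918), and in females it had 1.01 (adjusted p = 0.398). The ARG1- libraries of those sexes held at most 5 counts of *Cd274* and 0 of *Nedd9*. The interaction had adjusted p values of 0.146 and 0.148. When only genes with at least 10 counts in every library were tested, 13 of the genes were higher.

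**Figure D1:**
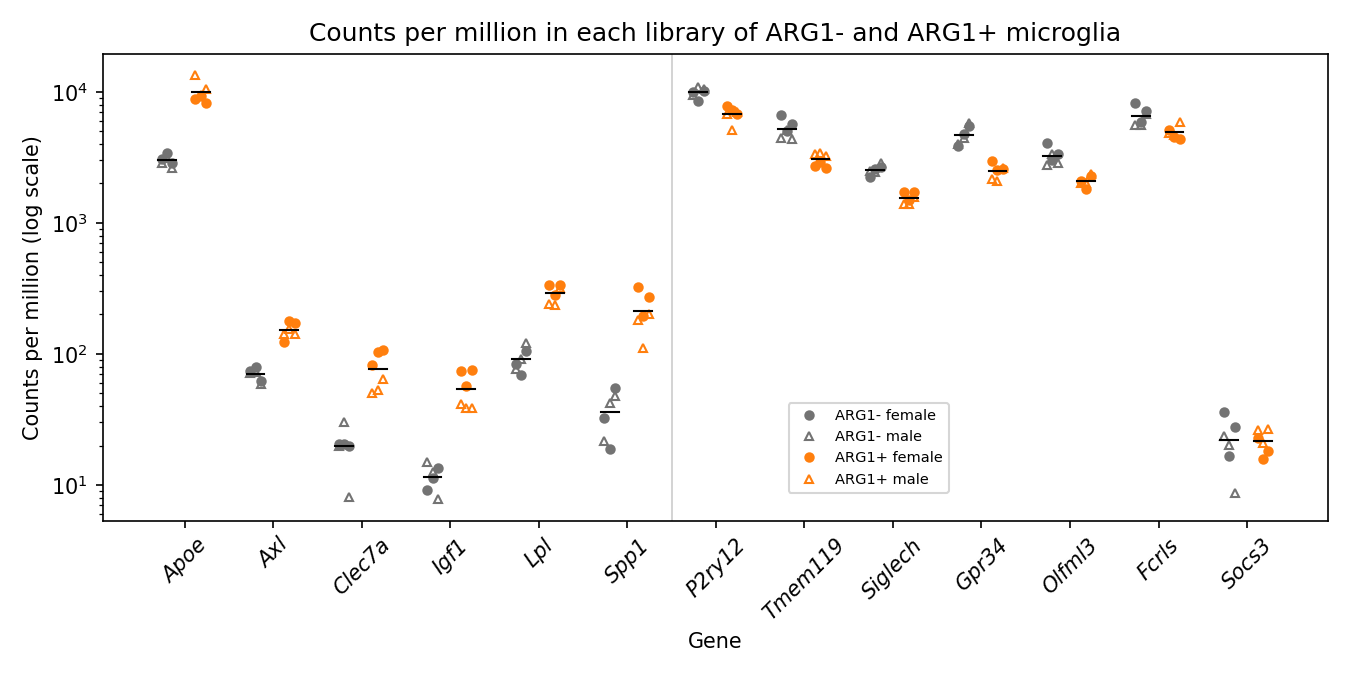
CPM (log axis) of 6 genes higher in ARG1+ microglia, to the left of the vertical line, and of 7 homeostatic genes, to the right, with 1 point for each of the 6 libraries per population (circles, females; triangles, males) and a bar at the mean. *Apoe* lies between 8197 and 13406 in ARG1+ libraries and between 2610 and 3437 in ARG1- libraries, while the values of *Socs3* overlap between the populations.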

Coexpression of GALECTIN-3 (encoded by the gene *Lgals3*), COLEC12 and CLEC7A proteins and *Apoe*, *Igf1*, *Lpl* and *Spp1* transcripts in ARG1^+^ microglia was further validated by immunohistochemistry and qPCR, respectively (Extended Data Figs. 7e,f and 8b,c). A recent high-throughput microglia single-cell transcriptomic analysis revealed several distinct microglial subsets^17^. In the context of the current investigation, Hammond et al.^17^ found that a particular subtype of microglial cells, defined as cluster 1, showed elevated levels of *Arg1* expression at young ages. Direct comparison of the ARG1^+^ microglia from this study and cluster 1 genes^17^ revealed that both microglial types share a transcriptomic signature of 16 genes (with a fold change (FC) of >1.5), including upregulation of *Apoe*, *C3*, *Lgals3*, *Mgl2* and *Igf1* (Extended Data Fig. 7g).

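The source data of Extended Data Fig. 7g list 169 cluster 1 genes, and 161 of them could be tested here. A fitted fold change over 1.5 in ARG1+ microglia, with no limit on p, was found for 23 of them (14.3%), against 24.6% of the other genes tested (odds ratio 0.510, two-sided Fisher's exact test, p = 0.00169). This ratio depends on the model. With a beta prior in DESeq2 and no sex term, 18 of the 161 (11.2%) were over 1.5-fold. The share was 12.7% of the other genes tested (odds ratio 0.862, two-sided Fisher's exact test, p = 0.635). It was 7.76% of all other genes with a count (odds ratio 1.50, by the same exact test p = 0.105). With a beta prior on the 4 groups, 16 of the 161 (9.94%) were over 1.5-fold, the number in the paper. The share was then 8.10% of the other genes tested (odds ratio 1.25, two-sided Fisher's exact test, p = 0.383). It was 4.60% of all other genes with a count (odds ratio 2.29, by the same exact test p = 0.00385). These tests with a prior were chosen after seeing the data. The median log2 CPM was 5.93 for the cluster 1 genes tested and 3.60 for the other genes tested. Among 10000 random lists matched to the cluster 1 genes on mean expression, a comparison chosen after seeing the data, the median was 21 genes over 1.5-fold, and 33.1% of the lists held as many as the 23 observed. With an adjusted p under 0.05 as well, 9 cluster 1 genes remained, against 924 of all genes tested (odds ratio 1.02, two-sided Fisher's exact test, p = 0.862). A further 57 cluster 1 genes were over 1.5-fold lower in ARG1+ microglia. All 16 genes that the paper lists as shared were over 1.5-fold higher. The paper chose them by this limit on the same libraries, so that number is not independent evidence. Among the 16, 9 had an adjusted p under 0.05. Of these, *Anxa5* had a log2 fold change of 1.47 (adjusted p = 2.7e-04), *C3ar1* of 0.99 (adjusted p = 1.9e-04) and *Lyz2* of 0.76 (adjusted p = 0.00647). *C3* had 31.9 ± 31.0 CPM in ARG1+ and 11.9 ± 6.43 in ARG1- microglia (SD, n = 6 libraries each), with a log2 fold change of 1.31 (SE 0.54) and an adjusted p of 0.126. With 1 library left out, single libraries moved the log2 fold change both ways. It was lowest, at 0.79, without ARG1+ female replicate 15, which had 93.1 CPM of *C3*. It was highest, at 1.85, without ARG1- male replicate 5, the only such fit with an adjusted p under 0.05 (0.0297).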

### ARG1^+^ microglia have increased numbers of cellular inclusions

Ultrastructural analysis of ARG1^+^ microglial cell bodies in the BF/vStr of female mice revealed a higher number of empty phagocytic inclusions and total number of inclusions, which considered empty and inclusions with content together, than in ARG1^–^ microglia, indicating increased phagocytic activity (Fig. 4a–c). Although there was no notable difference in the number of direct contacts between ARG1^+^ microglia and synaptic elements, some of the inclusions contained structures with synaptic vesicles, implying the phagocytosis of presynaptic axon terminals^34^ and involvement in neural development. The proximity of ARG1^+^ microglia to cholinergic neurons was verified by immunohistochemistry (Fig. 4d).

**Fig. 4:**
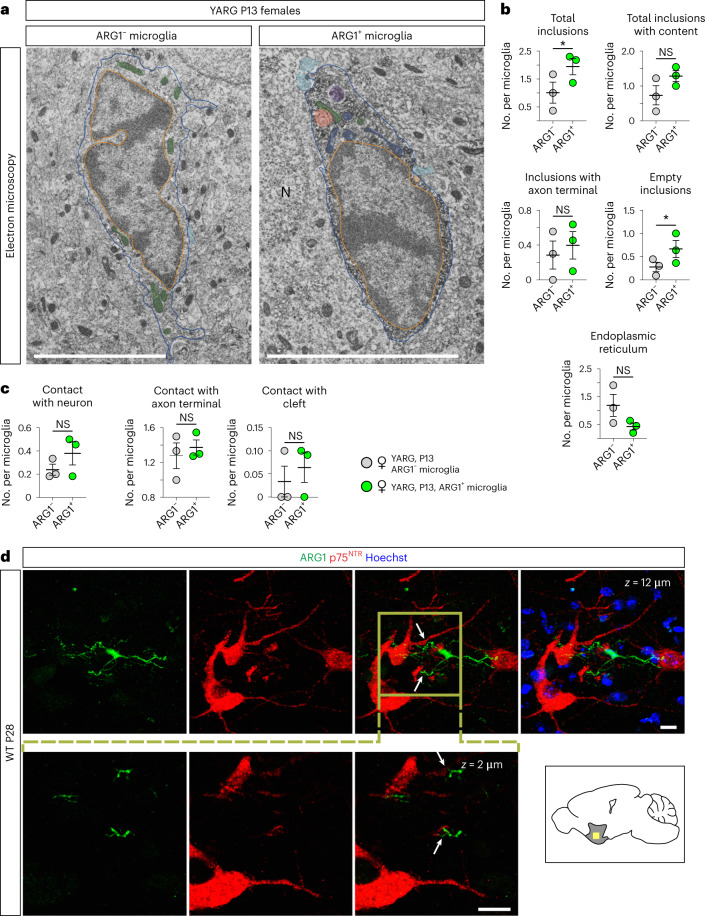
ARG1^+^ microglia contain more inclusions than ARG1^–^ microglia in the BF of P13 YARG mice. **a**, Representative transmission electron microscopy images showing the ultrastructure of ARG1^–^ and ARG1^+^ microglia from P13 YARG female brains in the BF/vStr. **b**,**c**, Quantitative analysis of intracellular features (**b**) and intracellular relationships (**c**; *n* = 3 female animals); total inclusions, *P* = 0.0283; empty inclusions, *P* = 0.0454. **d**, In the WT P28 BF/vStr, ARG1^+^ microglia are in close proximity to cholinergic neurons, as detected with an antibody to p75^NTR^ (*n* = 3). Scale bars, 5 μm. The yellow square indicates the location of the corresponding images below; cyan, axon terminals; red, inclusion with content; orange, empty inclusion; green, mitochondria; blue, holy mitochondria; purple, secondary lysosome; N, neuron; asterisk, endoplasmic reticulum; blue line, cell membrane; orange line, nuclear membrane. Data are shown as mean ± s.e.m. Statistically significant differences were determined by paired two-sided *t*-tests (for total inclusions, total inclusion with content, inclusion with axon terminal, empty inclusion, endoplasmic reticulum, contact with neuron and contact with axon terminal) or two-sided Wilcoxon matched-pairs signed-rank test (for contact with cleft); *P ≤ 0.05. Source data

### *Arg1* microglial deletion impacts cognition in female mice

Given the unique spatiotemporal distribution and substantially different transcriptomes of ARG1^+^ microglia compared to neighboring ARG1^–^ microglia, we sought to investigate if they also have a distinct functional specialization. We specifically knocked out the *Arg1* gene in microglia by crossing *Cx3cr1*^CreER^ mice with *Arg1*^fl/fl^ mice and induced recombination by multiple tamoxifen injections from P1 (Fig. 5a,b). Using immunohistochemistry, we confirmed that ARG1 expression was suppressed efficiently (Extended Data Fig. 8a). Co-staining for GALECTIN-3 and CLEC7A proteins, which are coexpressed in ARG1^+^ microglia in WT mice, revealed that in *Arg1*-knockout animals, the number of GALECTIN-3- and CLEC7A-expressing microglia persisted in the BF at similar numbers as observed in WT littermates (Extended Data Fig. 8b,c). This implies that after *Arg1* knockout, ARG1^+^ microglia stop expressing ARG1, but they do not cease to exist. Future in vivo lineage-tracing studies would certainly be informative to decipher ARG1^+^ microglia ontogeny and maturation.

**Fig. 5:**
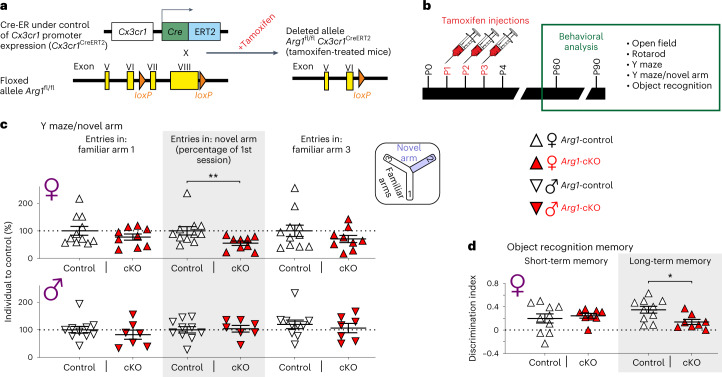
*Arg1* microglial cKO leads to an impaired cognition phenotype in 2- to 3-month-old female mice. **a**,**b**, Strategy for *Arg1*-cKO and subsequent behavioral studies. **c**, Percentage of entries in each arm in relation to the percentage of the first session was determined; entries in novel arm, *P* = 0.0058. **d**, Short-term memory and long-term memory were expressed as a discrimination index (number novel – number familiar)/(number novel + number familiar) taking into account the training index; long-term memory, *P* = 0.0148. Each triangle corresponds to one animal; female *Arg1*-control *n* = 11 (**c**) and *n* = 10 (**d**) and *Arg1*-cKO *n* = 9 (**c**) and *n* = 8 (**d**); male *Arg1*-control *n* = 10 (**c**) and *Arg1*-cKO *n* = 6 (**c**). Data are shown as mean ± s.e.m. Statistically significant differences were determined by two-sided Mann–Whitney *U*-test (for females Y maze/novel arm) and unpaired two-sided *t*-tests (for males Y maze/novel arm and females object recognition memory); *P < 0.05 and **P ≤ 0.01. Source data

The topographic organization of ARG1^+^ microglia proximal to the cholinergic nucleus of the BF, a major nucleus for cognition^27^, and the cognitive deficiencies described after *ARG1* impairment in humans^35,36^ prompted us to investigate if cognition was affected in conditional *Arg1*-knockout animals (*Arg1*^fl/fl^; *Cx3cr1*^CreER+/–^; hereafter referred to as *Arg1*-cKO) compared to control animals (*Arg1*^fl/fl^; *Cx3cr1*^CreER−/−^; hereafter referred to as *Arg1*-control). Two- to 3-month-old *Arg1*-cKO female and male mice did not display motor coordination dysfunction compared to *Arg1*-control mice (Extended Data Fig. 9a–c). To study hippocampus-dependent spatial memory, we used the novel arm discrimination (spatial recognition memory) paradigm in the Y maze. This test is based on the inherent preference of mice to explore a novel environment more than a familiar one. The spontaneous alternation triplets percentage was similar in female and male experimental groups (Extended Data Fig. 9d), indicating that working memory seems to be unaffected when *Arg1* is depleted in microglia. Interestingly, *Arg1*-cKO female mice showed a statistically significant decrease in the percentage of times they visited the new arm compared to *Arg1*-control mice (Fig. 5c), meaning that the absence of *Arg1* expression in microglia impaired cognitive function in the mouse model. To gain further insights, we performed an object recognition memory test. *Arg1*-cKO female mice had a reduced preference for a new object compared to a familiar object 24 h after the training session, therefore exhibiting impairment in long-term memory acquisition (Fig. 5d). No differences were found in the short-term memory index (Fig. 5d) measured 1 h after the training protocol, indicating once more that working memory was unaffected in the experimental groups. By contrast, we were not able to detect any behavioral phenotype in *Arg1*-cKO male mice (Fig. 5c). This sex-specific phenotype cannot be attributed to differences in ARG1^+^ microglia transcriptomic profiles (Extended Data Fig. 5b) or numbers of cells between sexes (Extended Data Fig. 6). The analysis of the mean intensity of the lysosomal marker CD68 did not reveal differences between female and male ARG1^+^ microglia (Extended Data Fig. 8d,e). Whether the observed behavior difference between male and female mice after microglial *Arg1* knockout could be linked to the reported regulation of ARG enzymes by steroid hormones^37^ requires further investigation. Yet, similar sex differences have been reported when *Arg1* is depleted in peripheral myeloid cells^38^.

### *Arg1* microglial deletion impacts cholinergic innervation

The forebrain cholinergic system has been involved in the maintenance of hippocampal neurons and in learning, memory and other behavioral processes^39^. Cholinergic inputs to the hippocampus arise from the medial septal (MS) nucleus and the nucleus of the diagonal band of Broca (DB^40^; areas adjacent to ARG1^+^ microglia localization), whose cholinergic fibers distribute throughout the molecular layer of the dentate gyrus (DG) and the stratum oriens of CA1 to CA3 hippocampal areas^40,41^. Therefore, we focused our analysis on these cholinergic regions. Choline acetyltransferase (ChAT)-immunoreactive cell somata were uniformly distributed through the areas of both the MS and DB nuclei in female *Arg1*-control and *Arg1*-cKO brains, with no evident qualitative differences (Extended Data Fig. 10a–i). Stereological analysis also did not reveal differences in the number of ChAT^+^ cells in either nuclei between *Arg1*-control and *Arg1*-cKO forebrains (Extended Data Fig. 10j,k). Golgi–Cox preparations showed that MS and DB neurons possess a triangular or fusiform cell body from which arises several dendrites that, preferentially, run vertically^42^ (Extended Data Fig. 10l–u). Long and thin spines are present through the lengths of the dendritic branches, and no qualitative differences were observed in spine length and/or number between *Arg1*-control and *Arg1*-cKO P20 mice (Extended Data Fig. 10).

Immunohistochemistry against ChAT revealed cholinergic fibers distributed through the entire hippocampus (Fig. 6a–f), which were more concentrated in the molecular layer of the DG and in the stratum oriens of CA1. Interneuron ChAT^+^ cell somata have been described in the rodent hippocampus^41^. In *Arg1*-control hippocampi, ChAT^+^ interneurons were often observed throughout the stratum oriens and its border with the pyramidal cell layer of CA3 (Fig. 6a,b), while they were absent in the *Arg1*-cKO hippocampus (Fig. 6e). In addition, we identified differences in the density of ChAT^+^ fibers that innervate the hippocampi of the two different genotypes. Although they display the same morphological features as axonal varicosities indicative of en passant synapses and the delineation of pyramidal cell bodies (Fig. 6d,f), fewer ChAT^+^ fibers innervate the *Arg1*-cKO hippocampus (Fig. 6g).

**Fig. 6:**
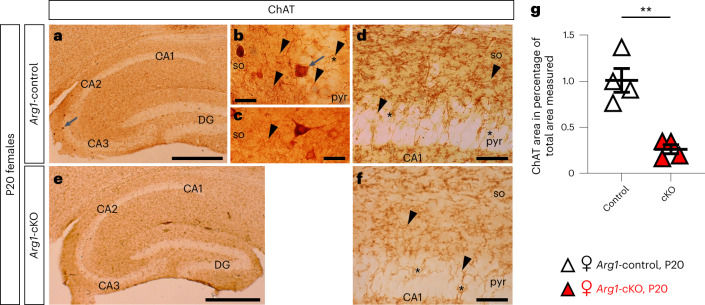
The *Arg1*-cKO hippocampi of 2- to 3-month-old female mice receive reduced cholinergic innervation. **a**–**f**, Microphotographs of sagittal sections of *Arg1*-control (**a**–**d**) and *Arg1*-cKO (**e**,**f**) P20 female hippocampi. ChAT immunoreactivity was revealed by using DAB as a chromogen. Triangular or ovoid immunoreactive ChAT interneurons were observed in the CA3 field of the *Arg1*-control hippocampus (**a**,**b**, arrows). Cholinergic axons show the characteristic varicosities (**b**–**d**,**f**, arrowheads) of the boutons of en passant synapses. At the pyramidal cell layer (pyr), immunoreactive fibers delineate the pyramidal neuronal somata (so; **d**,**f**, asterisk). **g**, Quantitative analysis demonstrates that the female *Arg1*-cKO hippocampus receives less cholinergic innervation than the *Arg1*-control hippocampus; *P* = 0.0016. Each triangle corresponds to one animal (*n* = 4). Scale bars, 500 µm (**a**,**e**), 50 µm (**d**,**f**) and 20 µm (**b**,**c**). Data are shown as mean ± s.e.m. Statistically significant differences were determined by an unpaired two-sided *t*-test; **P ≤ 0.01. Source data

### *Arg1* microglial deletion impacts spine maturation

To examine further the cellular mechanism behind the cognition phenotype, we analyzed dendritic spines of CA1 and DG hippocampal neurons in P60 female mice (Fig. 7). The hippocampus is a structure important for cognitive functions and is innervated by BF cholinergic neurons^27^, while spine plasticity has a major role in cognitive functions^43,44^. Immature spines are thinner and form fewer stable synaptic contacts than mature mushroom-shaped spines^43,44^ (Fig. 7g), while spine density provides an estimate of synapse density^45^. More specifically, we analyzed segments of secondary dendrites of pyramidal neurons located at the level of the stratum radiatum (Fig. 7a) and found that these spines in *Arg1*-cKO female animals are notably longer and narrower than those in *Arg1*-control animals (Fig. 7c). Morphological analysis of the pyramidal spines showed that P60 *Arg1*-cKO females have an increased proportion of immature spines (filopodia and long, thin spines) and a decreased proportion of mature spines (branched; Fig. 7e). Analysis of granule cell dendritic spines of the outer third of the suprapyramidal blade (Fig. 7b) indicated that, similar to the pyramidal spines, secondary granule cell dendrites in P60 *Arg1*-cKO females were notably narrower (Fig. 7d) and had a higher percentage of immature and lower percentage of mature spines (Fig. 7f).

**Fig. 7:**
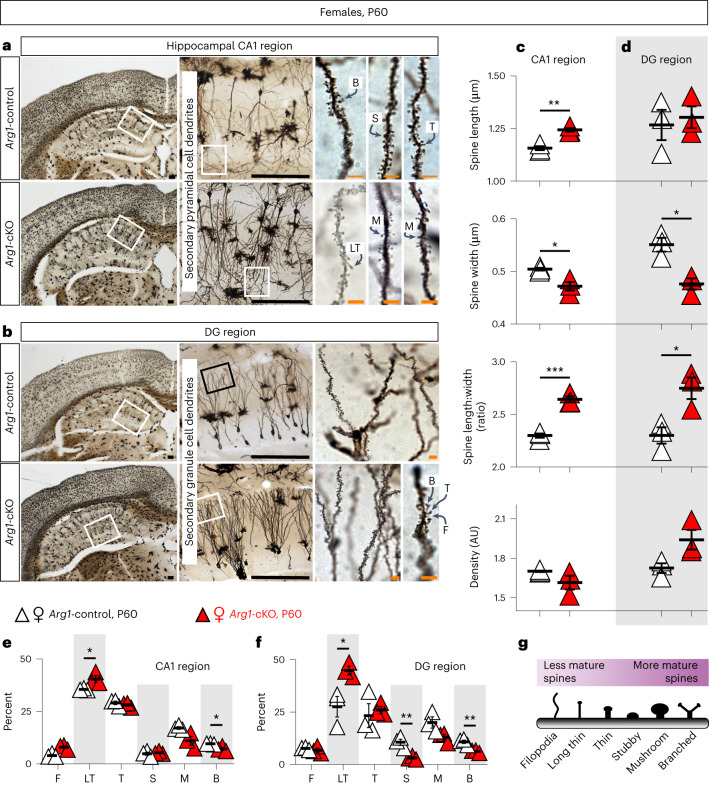
*Arg1* microglial cKO affects dendrite maturation in the hippocampus of 2- to 3-month-old female mice. **a**,**b**, Coronal Golgi–Cox-stained sections of female P60 *Arg1*-cKO and control brains. Hippocampal CA1 and DG regions in which secondary pyramidal and secondary granule cell dendrites arise from the main one, respectively, were used for spine counts. **c**–**f**, Graphical representation of differences between spines in the hippocampal CA1 (**c**,**e**) and DG (**d**,**f**). CA1 length, *P* = 0.0023; CA1 width, *P* = 0.0191; CA1 length:width, *P* = 0.0006; DG width, *P* = 0.0114; DG length:width, *P* = 0.0251; CA1 long thin (%), *P* = 0.0571; CA1 branched (%), *P* = 0.0273; DG long thin (%), *P* = 0.0318; DG stubby (%), *P* = 0.0087; DG branched (%), *P* = 0.0066; AU, arbitrary units. **g**, The six main spine categories according to their morphological characteristics, including filopodia (F), long thin (LT), thin (T), stubby (S), mushroom (M) and branched (B). Each triangle corresponds to one animal (female *Arg1*-control *n* = 3; female *Arg1*-cKO *n* = 3; male *Arg1*-control *n* = 2; male *Arg1*-cKO *n* = 3). Black scale bars, 200 μm. Orange scale bars, 5 μm. Data are shown as mean ± s.e.m. Statistically significant differences were determined by unpaired two-sided *t*-tests or two-sided Mann–Whitney *U*-test (for filopodia); *P ≤ 0.05, **P ≤ 0.01 and **P = 0.0006. Source data

### *Arg1* microglial deletion impacts long-term potentiation (LTP)

Thereafter, we wanted to determine whether female *Arg1*-cKO mice induced and expressed LTP at Schaffer collateral–CA1 synapses. We performed a standard induction protocol consisting of two train stimuli of 100 Hz for 1 s separated by 20 s, which elicited robust LTP in female *Arg1*-control mice 60 min and 120 min after the induction protocol (Fig. 8a), and impaired early LTP (E-LTP) and late LTP (L-LTP; Fig. 8b,c) was found in *Arg1*-cKO female mice. Male *Arg1*-cKO mice also exhibited reduced, but not impaired, E-LTP and L-LTP (Fig. 8b,c).

**Fig. 8:**
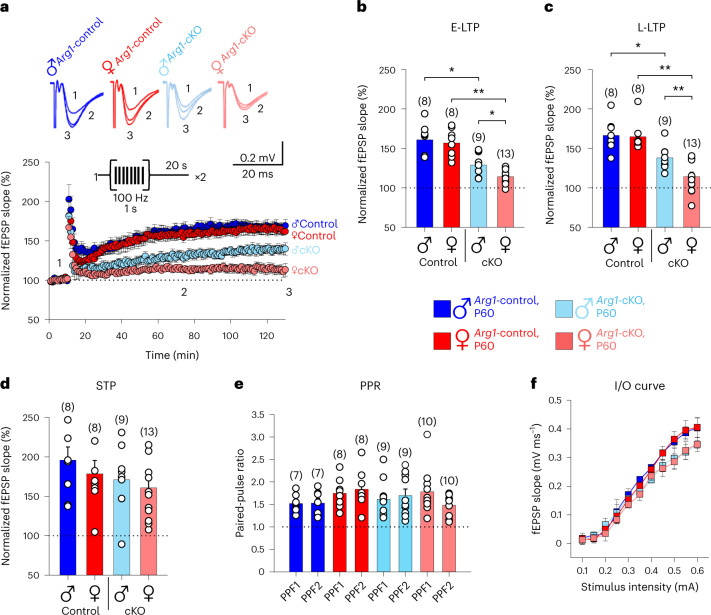
LTP is prevented in 2- to 3-month-old female *Arg1*-cKO mice. **a**, Time course of fEPSPs before and after LTP induction in male *Arg1*-control (blue circles; *n* = 8), female *Arg1*-control (red circles; *n* = 8), male *Arg1*-cKO (light blue circles; *n* = 9) and female *Arg1*-cKO (light red circles; *n* = 13) mice. The inset traces show fEPSPs before (1) and 60 min (2) and 120 min (3) after the plasticity protocol. *Arg1-*control male: 161 ± 7% (E-LTP) and 167 ± 7 % (L-LTP); *Arg1-*control female: 157 ± 6% (E-LTP) and 165 ± 6% (L-LTP); *Arg1*-cKO male: 129 ± 6% (E-LTP) and 139 ± 6% (L-LTP); *Arg1*-cKO female: 114 ± 3% (E-LTP) and 112 ± 4% (L-LTP). **b**,**c**, Histograms show a summary of the results for E-LTP (**b**) and L-LTP (**c**). E-LTP, *Arg1*-control male versus *Arg1*-cKO male, *P* = 0.003; E-LTP, *Arg1*-control female versus *Arg1*-cKO female, *P* < 0.001; E-LTP, *Arg1*-cKO male versus *Arg1*-cKO female, *P* = 0.015; L-LTP, *Arg1*-control male versus *Arg1*-cKO male, *P* = 0.006; L-LTP, *Arg1*-control female versus *Arg1*-cKO female, *P* < 0.001; L-LTP, *Arg1*-cKO male versus *Arg1*-cKO female, *P* < 0.001. **d**, Short-term synaptic potentiation (STP) is not affected in any of the groups studied. *Arg1*-control male: 196 ± 17%, *n* = 8; *Arg1*-control female: 178 ± 17%, *n* = 8; *Arg1*-cKO male: 171 ± 16%, *n* = 9; *Arg1*-cKO female: 161 ± 14%, *n* = 13. **e**, PPR summary data. *Arg1*-control male: 1.53 ± 0.1 after LTP versus 1.52 ± 0.08 at baseline, *n* = 7; *Arg1*-control female: 1.84 ± 0.15 after LTP versus 1.75 ± 0.12 at baseline, *n* = 8; *Arg1*-cKO male: 1.69 ± 0.14 after LTP versus 1.61 ± 0.13 at baseline, *n* = 9; *Arg1*-cKO female: 1.49 ± 0.08 after LTP versus 1.78 ± 0.16 at baseline, *n* = 10; PPF, paired-pulse facilitation. **f**, Input–output (I/O) curves for *Arg1*-control male (*n* = 6), *Arg1*-control female (*n* = 6), *Arg1*-cKO male (*n* = 6) and *Arg1*-cKO female (*n* = 6) mice. The number of slices is shown in parentheses. Data are shown as mean ± s.e.m. Statistically significant differences were determined by unpaired two-sided *t*-tests, with *P* values corrected using the Bonferroni method for multiple comparisons; *P < 0.05 and **P < 0.01. Source data

To analyze the short-term potentiation for the different mice used, the means of the first sweeps after applying the plasticity protocol in each experiment were analyzed. Our data indicate that short-term potentiation in the Schaffer collateral–CA1 pathway is not affected in any of the groups studied (Fig. 8d).

To determine the site of expression of LTP, we analyzed paired-pulse facilitation ratios (PPRs) at baseline and 120 min after the application of the induction protocol. The analysis of PPRs before and after LTP did not show differences between animal groups, suggesting that this form of LTP is postsynaptically expressed (Fig. 8e). Finally, to investigate if the basal synaptic transmission is altered, a stimulus–response curve (0.1–0.6 mA; mean of five field excitatory postsynaptic potentials (fEPSPs) at each stimulation strength) was compiled. No differences between groups were found. These data indicate that the differences observed in LTP magnitude between all the groups of mice are not due to a defect in basal synaptic transmission (Fig. 8f).

## Discussion

Compiling data show that microglia are not a homogenous population that respond stereotypically to extrinsic stimuli but instead are a heterogeneous cell type that exhibit distinct transcriptomic profiles^14–18^ and ultrastructural^46^ differences, a diversity that is especially pronounced during early postnatal development (reviewed in ref. ^8^). Here, we report a microglial subtype morphologically indistinguishable from neighboring microglia, which exhibits a substantially different transcriptome, dynamic spatiotemporal localization and functional specialization. We show that the enzyme ARG1 is highly expressed in this microglial subtype and is essential for proper brain development. We provide compelling evidence for a critical role of ARG1^+^ microglia in shaping neuronal circuits involved in cognition. Supporting this, microglial *Arg1* knockout results in impaired neuronal plasticity and cognitive deficits in mice. Previous studies have shown that whole-body *Arg1* knockout in mice is postnatally lethal and causes neurotoxicity^35^. In humans, ARG1 deficiency is a rare autosomal disease^35,36^. As in mice, ARG1-deficient individuals show neurological problems evidenced by progressive neurological and cognitive impairment leading to various degrees of intellectual disability^35^. Most interestingly, the vast majority of individuals whose peripheral symptoms can be managed through diet or drug therapy still continue to suffer from cognitive deficits^35^. Whether human pathology is linked specifically to ARG1 deficiency in microglia requires further investigation.

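The libraries held high levels of *Csf1r*, *Cst3*, *Cx3cr1* and *Sparc* in both populations. *Csf1r* had 16697 ± 2973 CPM in ARG1+ and 16185 ± 4024 in ARG1- microglia (SD, n = 6 libraries each), and ranked 2 among all genes in ARG1+ microglia. *Cx3cr1* had 4801 ± 810 and 4590 ± 801 CPM, and neither gene differed between the populations (adjusted p = 0.861 and 0.752). *Cst3* had 8498 ± 1832 and 17485 ± 1434 CPM and was lower in ARG1+ microglia (log2 fold change -1.04, SE 0.13, adjusted p = 6.8e-04), as was *Sparc*, with 4374 ± 303 and 6740 ± 1029 CPM (log2 fold change -0.62, SE 0.10, adjusted p = 0.00176). Of 8 monocyte genes listed before the data were examined, 3 passed the filter on low counts, and the most abundant, *Plac8*, had 1.32 CPM in ARG1+ and 6.75 in ARG1- microglia (log2 fold change -2.38, adjusted p = 0.00466). The other 2, *Ccr2* and *S100a4*, did not differ (adjusted p = 0.929 and 0.839). None of 9 neutrophil genes and none of 8 T cell genes passed the filter, and the largest mean level among them was 0.153 and 0.0941 CPM, respectively.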

Our RNA-seq analysis showed robust expression of typical homeostatic genes, including, among others, *Csf1r*, *Cst3*, *Cx3cr1*, *Hexb*, *P2ry12*, *Sparc*, *Tmem119* and *Siglech*^14,31–33,47,48^, indicating that our cell sorting strategy was highly specific for isolating microglia. Recent extensive transcriptomic analyses of microglia have identified several microglia subsets during early postnatal development^14,16,17,22^. One microglia subset was originally identified by high expression of CD11c and insulin-like growth factor 1 and was associated with the corpus callosum and cerebellar white matter^22^. Subsequent studies using transcriptomic analysis of microglia at the single-cell level confirmed the existence of this microglia subtype, which was further defined as tract-associated microglia^17^ or proliferative region-associated microglia^16^. Intriguingly, this microglial subtype was characterized by downregulation of homeostatic microglia markers along with upregulation of several genes typically found under disease conditions (disease-associated microglia)^16,17,32,33^, thus sharing some molecular features with the ARG1^+^ microglia subtype. However, tract-associated microglia do not upregulate the expression of *Arg1* (refs. ^16,17^), which, together with the high enrichment of this microglia subtype in axon tracts and their amoeboid morphology, fully contrast with the phenotype observed in the ARG1^+^ microglial subtype^16,17^. We may wonder how this microglial subtype has escaped identification from most transcriptomic studies performed during postnatal development. One possible explanation is that ARG1^+^ microglia present both spatial and temporal aspects, and their numbers remained limited compared to the overall microglial cell population. Stevens and colleagues^17^ recently identified a small microglia cluster (cluster 1 (the smallest identified cluster in their study) comprising about 0.5% of total microglia), which displays strong upregulation of *Arg1*. The experimental design of the two studies present differences, including the age of animals used (P4/P5 versus P13), genetic background (C57BL/6J versus 129S4/SvJae), area where cells were isolated (no specific location versus the BF), cell isolation protocol and sequencing technology. Yet, the two cell populations display a strong upregulation of genes such as *Apoe*, *C3*, *Lgals3*, *Mgl2* and *Igf1* (Extended Data Fig. 7g) and are more prominent during early postnatal stages^17^, thus validating the ARG1^+^ microglial subtype independently. In addition, the cluster 1 size shows sex-specific variation, with enrichment in female mice^17^. This observation is important as it provides strong support to the expanding literature about sex differences in microglia^23,24^ and it suggests directions for future research to understand differences in the behavioral studies we observed in this study. Although here we report ARG1^+^ microglia in both sexes that exist in equal numbers (Extended Data Fig. 6) and have the same transcriptomic profiles (Extended Data Fig. 5b), this contradiction only highlights that a systematic analysis of microglial phenotypes needs to be performed to understand how microglial subtypes contribute to physiology and disease of the brain^8,9^. Taken together, we can conclude that ARG1^+^ microglia are a developmentally regulated subtype that display a distinctive molecular signature and have a specific function in shaping the brain.

An outstanding observation of the present study was the highly enriched presence of ARG1^+^ microglia within the BF of the developing brain, where main cholinergic groups are located and known to play major roles in cognitive processes, such as attention, learning and memory^49,50^. Remarkably, we found substantial impairment in long-term memory in females but not in males lacking *Arg1* in microglia, thus sustaining a sexual dimorphism related to the ARG1^+^ microglia subtype. Importantly, motor behavior was not affected in *Arg1*-cKO mice, therefore raising the possibility that forebrain cholinergic dysfunction underlies the cognitive deficits in female mice lacking *Arg1*. Notably, the appearance of ARG1^+^ microglia mimicked the temporal maturation of main cholinergic markers, including ChAT and acetylcholinesterase expressions and activities, which rise progressively until reaching adult levels between the third and fourth postnatal week^50,51^. Additionally, dendritic growth and branching, along with the increase in perikaryal size, starts within the first 3 postnatal weeks to reach adult levels by P30 (ref. ^51^), again fully coincident with the appearance of ARG1^+^ microglia in the BF. Our immunohistochemical and ultrastructural analysis demonstrated the interaction between cholinergic neurons/processes and ARG1^+^ microglia, and, hence, the possibility that this microglial subtype contributes to the maturation of the BF cholinergic system is certainly plausible. Supporting this, a deficient cholinergic innervation to the hippocampus was evident in *Arg1*-cKO female mice, a critical process given the vital role of cholinergic innervation in the regulation of synaptic communication and plasticity within the hippocampus^52^. During development, spines mature from a thin, elongated shape to a mushroom-like structure^53^, a process critically involved in LTP^54^. We provide compelling evidence that both forms of synaptic plasticity are largely affected in the hippocampi of *Arg1*-cKO female mice, thus raising the importance of this microglia subtype in regulating critical aspects of hippocampus-dependent long-term memory. First, our morphological analysis revealed that pyramidal and dentate spines showed an increased proportion of immature spines and a decreased proportion of mature spines in females. It is important to highlight that dendritic spines represent the main unitary postsynaptic compartment for excitatory input, the basis for LTP induction^53^. Among the different forms of synaptic plasticity, that relying on NMDA receptor-dependent LTP in the CA1 region of the hippocampus is probably the most studied given its close correlation with learning and memory^53^. In turn, LTP and behavioral paradigms, such as spatial learning memory, are tightly associated processes^55^. Given the striking sexual dimorphism observed for the ARG1^+^ microglial subtype, we wanted to know how male and female *Arg1*-cKO mice induced and expressed LTP at Schaffer collateral–CA1 synapses. The electrophysiological analysis revealed that *Arg1* is required for long-term plasticity in both male and female mice, therefore substantiating our RNA-seq transcriptional analysis showing similar molecular signatures from ARG1^+^ microglia in both sexes. However, a substantial functionally relevant difference was observed in terms of requirement between males and females. While LTP was present but reduced in magnitude in *Arg1*-cKO males, the induction of LTP in *Arg1*-cKO females was impaired. These results indicate a different requirement of microglial *Arg1* for males and females, being critical for females. By analyzing PPR, we confirmed the postsynaptic locus of this form of LTP as previously established^56^. Interestingly, and consistent with this, short-term plasticity was not altered in any genotype. By studying the characteristics of input–output curves, no differences were found between different genotypes. These results indicate that the differences found in LTP are not due to changes in the presynaptic machinery of release. In fact, changes were found postsynaptically in the distribution-type of dendritic spines between male and female mice. However, we cannot exclude the possibility that phenotypes observed in the hippocampus are due to a direct impact from local microglia (for example, through low but biologically important *Arg1* mRNA expression by these cells), we did not observe ARG1^+^ microglia in this area. In conclusion, electrophysiological results fully agree with the changes observed in (1) dendritic spine maturation in the hippocampus and (2) behavioral results demonstrating that a disruption of LTP in *Arg1*-cKO females coincides with defects in long-term memory in the same mice.

Previous reports have identified intrinsic roles of early postnatal microglia in synaptic stripping and pruning, modulation of synaptic transmission and synaptogenesis, apoptotic cell corpse removal and neuron survival^7,8^. In this study, we have identified ARG1^+^ microglia, morphologically indistinguishable from ARG1^–^ microglia, which emerge as a highly dynamic subtype involved in elaboration and maturation of the BF cholinergic system and hippocampal synaptic plasticity in female mice. Maturation of this system is of critical importance in developmental disorders, including autism^50^, and Alzheimer’s disease^57^. Of note, the involvement of microglia in Alzheimer’s disease pathology is highly recognized in the field^58^, and two-thirds of individuals suffering from Alzheimer’s disease are women, whose underlying mechanism is not explained by only differences in longevity^59^. Our study provides a step toward understanding how ARG1^+^ microglia regulate the development of the BF and highlights the potential involvement in pathological conditions.

## Methods

### Animals

All experimental animal protocols in the present study were in accordance with the respective national, federal and institutional regulations, that is, the Guidelines of the European Union Council, following Swedish regulations for the use of laboratory animals and approved by the Regional Animal Research Ethical Board, Stockholm, Sweden (ethical permits N248/13), and the Scientific Committee of Instituto de Investigación y Formación Agraria y Pesquera, Consejería de Agricultura, Pesca, Agua y Desarrollo Rural of Junta de Andalucía (Spain; 03/05/2018/069) and in conformity with the Canada Council on Animal Care guidelines. C57BL/6J (WT; Charles River), YARG (The Jackson Laboratory, stock 015857), *Cx3cr1*^GFP^(The Jackson Laboratory, stock 005582), *Arg1*^fl/fl^ (The Jackson Laboratory, stock 008817) and *Cx3cr1*^CreER^ (The Jackson Laboratory, stock 021160) mice were used and maintained under a 12-h light/12-h dark cycle at 22–25 °C with access to food and water ad libitum.

#### Generation of microglia-specific ARG1-deficient mice (*Arg1*-cKO)

*Arg1*^fl/fl^ mice with the *Arg1* allele bearing *loxP* sites flanking exons 7 and 8 were crossed with *Cx3cr1*^CreER^ mice to generate *Arg1*^fl/fl^*Cx3cr1*^CreER+/−^ (*Arg1*-cKO) and *Arg1*^fl/fl^*Cx3cr1*^CreER−/−^ (*Arg1*-control) mice (Fig. 5a). The deletion was induced after daily tamoxifen treatment for 2 or 3 consecutive days starting at P1 (Fig. 5b). All mice (Cre^+^ and Cre^–^) were injected with tamoxifen at a dose of 250 μg per pup. Genotyping of the mice was done by PCR analyses of finger DNA using primers as presented in Supplementary Table 2.

### Tissue preparation, immunohistochemistry and confocal laser microscopy

Animals were deeply anesthetized with sodium pentobarbital, transcardially perfused with 0.9% sodium chloride and fixed with 4% paraformaldehyde in 0.1 M phosphate buffer (pH 7.4). Brains were collected and postfixed in the same fixative for 24 h and transferred to 30% sucrose in 0.1 M phosphate buffer for cryoprotection for a minimum of 3 d. Brains were cryosectioned using a sliding microtome (Leica, SM2000R) into 25-µm free-floating sections and stored as 1:12 series at 4 °C. When necessary, antigen retrieval was performed by heat-induced antigen retrieval, followed by PBS washes, permeabilization with 0.3% Triton X-100 in PBS and blocking with 0.3% Triton X-100 and 10% donkey serum in PBS. Sections were washed in PBS before incubation with secondary antibodies (Alexa Fluor). Sections were washed in PBS, counterstained with Hoechst or DAPI, further washed in PBS and mounted in Fluoromount-G.

For DAB staining, brain sections were deparaffinized and hydrated through treatment with xylenes and a graded alcohol series, followed by treatment with 0.6% hydrogen peroxide in TBS. Sections were washed in TBS, permeabilized in TBS Tween 20 (0.1%), blocked with TBS Tween 20 (0.1%) and 5% normal serum and incubated with primary antibody in blocking solution overnight at 4 °C. Sections were washed with TBS and incubated with SignalStain Boost detection reagent and SignalStain DAB. For information about antibodies, reagents and hardware and software used, see Supplementary Table 2.

#### Manual cell number quantification

Microglia and ChAT^+^ somas were identified based on corresponding markers. The numbers of animals used are denoted by circles, squares and/or triangles.

#### Intensity analyses

The mean intensity of the fluorescent marker CD68 was measured by performing mask outlining of the ARG1 area using the same value of threshold in each image, followed by automatic measurement of the mean intensity inside these areas using Fiji ImageJ software^60^. The percentage of ChAT labeling in the female CA1 was determined automatically by defining outline masks based on brightness thresholds with Fiji software.

#### Morphometric analysis

Individual microglia from the BF/vStr, with their nuclei in the center of the *z* plane, were selected. Three-dimensional confocal *z* stacks were automatically reconstructed using a self-customized Python-based script^61^. Reconstructions were visually checked using the ImageJ plugin ‘simple neurite tracer’. Each cell was individually extracted, and the number of branches, path length, branch order and process volume were quantified using the open-source software L-measure. Four mice per developmental stage were examined. At least 15 (P10) and 32 (P28) microglia of each phenotype were analyzed. For information about antibodies and hardware and software used, see Supplementary Table 2.

#### Golgi–Cox staining

Segments of secondary dendrites of pyramidal neurons located at the level of the stratum radiatum (CA1) and granule cell dendritic spines of the outer third of the suprapyramidal blade (DG) were considered for quantitative analysis. Dendrite segments from 15 to 20 µm in length filled by the mercuric reaction of the Golgi–Cox method were used.

### iDISCO+

#### iDISCO+ immunostaining and tissue clearing

iDISCO+ immunostaining and tissue clearing was performed as previously published^26,62^. P10 and P28 WT male mouse brains were perfused using 4% paraformaldehyde and fixed overnight at 4 °C. Brains were washed with PBS, cut into half hemispheres, treated with an up-series of methanol solutions and stored at −20 °C. Samples were treated with 5% hydroxyperoxide in methanol overnight at 4 °C, treated with a reverse concentration of methanol solution and washed with iDISCO washing buffer. After permeabilization and blocking, samples were incubated with primary antibodies for 5–7 d at 37 °C with gentle rotation. Samples were then washed with iDISCO washing buffer for 1 d and incubated with secondary antibodies for 5–7 d at 37 °C. Samples were washed with iDISCO wash buffer (1 d) with gentle rotation at 37 °C. The immunostained hemispheres were treated with an up-series of methanol solution. Samples were incubated in 33% methanol and 66% dichloromethane for 3 h and 100% dichloromethane for 15 min twice and were transferred in dibenzyl ether (DBE). After 1 d of incubation with DBE, the DBE solution was changed to fresh solution and incubated for 1 d before imaging. For information about antibodies and reagents used, see Supplementary Table 2.

#### iDISCO+ imaging acquisition

Cleared brain images were acquired with a COLM microscope^63^. The hemisphere was placed in a quartz cuvette filled with DBE, and the position was fixed using silicone blocks. Immunostaining signal was acquired with a 647- or 561-nm channel, and autofluorescence was assessed with a 488- or 405-nm laser channel for image registration. The original image resolution was 0.585, 0.585 and 5 μm in the *x*, *y* and *z* axes. For information about materials used, see Supplementary Table 2.

#### iDISCO+ image analysis

Original TIFF files (16 bit) were downsampled to an isotropic resolution of 5 μm and converted into 8 bit by custom MATLAB script and Fiji^64^. Each *z*-stack image was stitched by TeraStitcher^65^. The stitched images were processed by a series of processing filters (unsharp mask, background subtraction, integral filter and fast Fourier transform filter) in ImageJ and Amira 3D software (Thermo Fisher Scientific). ARG1^+^ and IBA1^+^ cells were recognized by signal intensity and morphology. After removing blood vessels manually in Amira segmentation editor, ARG1^+^ and IBA1^+^ cells were segmented by global threshold segmentation. Segmented images were labeled, counted and converted into a points cloud by Amira. Movies were generated using Amira.

#### Image registration

Image registration was performed using Elastix toolbox^66,67^ and MelastiX MATLAB wrapper (https://github.com/raacampbell/matlab_elastix). Four different methods of image registration (Rigid, Similarity, affine and B-Spline) were sequentially performed to register sample data. First, we acquired reference brain images (P28 and P10) stained with Neurotrace 640/660 (N21483, Thermo Fisher Scientific). Second, we transformed the reference brain image to Allen Brain Atlas (developing mouse, P56 and P14, June 2013 v.2) using the Neurotrace 640/660 channel and obtained an autofluorescent image registered to Allen Brain Atlas (AutoF Allen brain atlas). Third, immunostained brain images were registered to the AutoF Allen Brain Atlas using the autofluorescence channel of the immunostained brain.

### Electron microscopy

#### Immunoperoxidase staining for electron microscopy

Three YARG P13 female pups were anesthetized with a mixture of ketamine and xylazine (80 and 10 mg per kg (body weight), intraperitoneal) and were transcardially perfused with PBS (50 mM, pH 7.4), followed by 3.5% acrolein and 4% paraformaldehyde. Brains were cut in ice-cold PBS and stored at −20 °C in cryoprotectant until further processing^68^. Brain sections selected in the BF (bregma 0.38 mm to 0.02 mm) were rinsed in PBS, incubated in 0.1 M citrate buffer for 40 min at 70 °C for antigen retrieval and quenched with 0.3% hydrogen peroxide for 5 min, followed by treatment with 0.1% sodium borohydride for 30 min. Sections were washed in PBS and blocked in 10% donkey serum with 0.03% Triton X-100 in PBS for 1 h at room temperature and were incubated overnight with anti-ARG1. The next day, sections were rinsed in TBS (50 mM, pH 7.4) and incubated with a secondary antibody conjugated to biotin and with a Vectastain avidin–biotin complex staining kit (Vector Laboratories). Sections were developed in a Tris buffer solution (50 mM, pH 8.0) containing 0.05% diaminobenzidine and 0.015% hydrogen peroxide and rinsed with phosphate-buffered solution (100 mM, pH 7.4). Sections were postfixed with 1% osmium tetroxide, dehydrated using sequential alcohol baths, treated with propylene oxide and embedded in Durcupan resin between fluoropolymer sheets at 55 °C for 3 d, as described previously^69^. After ultrathin section generation, microglia positive and negative for ARG1 were imaged and photographed. For information about antibodies, material, reagents and hardware used, see Supplementary Table 2.

#### Ultrastructural analysis

Ultrastructural analysis was performed using QuPath software (10–11 ARG1^+^ cells and 9–11 ARG1^–^ cells per animal; *n* = 3 animals). Microglial contacts with cell bodies belonging to other brain cells and compartments, including blood vessels, were quantified. Microglia were identified by their heterogenous euchromatin and heterochromatin pattern, electron-dense cytoplasm and distinctive organelles, such as their frequent long stretches of endoplasmic reticulum and lipidic inclusions (that is, lysosomes and lipid droplets)^70,71^. Microglia were classified as ARG1^+^ or ARG1^–^ depending on the presence (cytoplasmic electron-dense peroxidase precipitate) or absence of immunohistoreactivity against ARG1 (complete absence or faint peroxidase precipitate near the cytoplasmic membrane while most of the cytoplasm remained unstained).

Neuronal cell bodies were identified by their electron-lucent cytoplasm and nuclei, often with distinct nucleoli, together with the presence of apical dendrites and axon terminal innervation. Axon terminals were identified by the presence of synaptic vesicles, while dendritic spines were positively identified based on their contact with an axon terminal and the presence of a postsynaptic density. A contact with a synaptic cleft was considered when microglia simultaneously contacted both the axon terminal and dendritic spine forming a synapse^70^. Astrocytic cell bodies were identified by their electron-lucent nuclei characterized by a heterochromatin pattern with a thin electron-dense rim along the nuclear membrane and electron-lucent cytoplasm often containing intermediate filaments. Blood vessels were identified by empty space framed by a basement membrane and underlying pericytes and endothelial cells with tight junctions^71^. Contacts with blood vessels were considered when microglial cell bodies were in direct contact with the basement membrane of the blood vessel. Proximity to blood vessels was considered when microglia were contacting an astrocytic process directly adjacent to the basement membrane^70^. Both types of interactions with vessels were analyzed together. Microglial mitochondria, endoplasmic reticulum, Golgi apparatus, lysosomes and phagocytic inclusions were quantified. Mitochondria were classified as holy mitochondria when they presented a circular empty space contained within their membranes^72^. Phagocytic inclusions were classified by the nature of their contents, that is, empty if the interior of the inclusion was clear, with an axon terminal when synaptic vesicles were identified within the inclusion and with content if the vesicle had content of another nature. Lysosomes were identified by their dark color with heterogenous content contained within a single membrane. Primary and secondary lysosomes were discriminated by the presence of fused endosome vesicles in secondary lysosomes versus an absence in primary lysosomes^71,73,74^. Nuclear indentations were identified by an invagination of the nuclear membrane^71,75^.

### RNA-seq and RT–qPCR

#### Microglia isolation

Brains from three to five P13 YARG female or male mice were perfused with 10 ml of cold PBS. The olfactory bulb was removed, and the two hemispheres were separated. Next, the median plane of each hemisphere was placed facing upward, a cut was made posterior to the lateral ventricle, and the tissue ventral to the corpus callosum (including the cerebral nucleus) was dissected out. Tissues were pooled, minced with a scalpel, further dissociated with mechanical dissociation using a tissue grinder on ice (for RNA-seq analysis) and thereafter filtered through 70-µm nylon mesh. The microglial fraction was enriched by a 20% Percoll density gradient at 4 °C. For information about reagents used, see Supplementary Table 2.

#### FACS

The microglial population was initially gated based on size and granularity, followed by gating for singlets, negative selection with CD206–BV421 to exclude macrophages and positive selection with CX3CR1–APC. Finally, microglia were sorted to ARG1^*+*^ and ARG1^–^ based on YFP expression using a FACSAria III cell sorter system and analyzed using FACSDiva software (BD Biosciences). Cell populations (ARG1–YFP^+^CX3CR1^+^CD206^–^, ARG1–YFP^−^CX3CR1^+^CD206^−^ and CD206^+^) were collected directly in Qiazol (Qiagen). For information about antibodies used, see Supplementary Table 2.

#### RNA isolation and RT–qPCR

RNA was isolated using commercial kits (RNeasy micro). cDNA was synthesized using oligo d(T), dNTPs and Superscript III (Invitrogen). RT–qPCR was performed using a StepOne Plus instrument (Applied Biosystems) with SYBR Green master mix (Life Technologies) and predesigned primers (KiCqStart Primers, Sigma). Relative gene expression levels were normalized to *Actb* in each sample with the ΔΔ*C*_*t*_ method. For information about reagents used, see Supplementary Table 2.

#### Library preparation and RNA-seq

cDNA was prepared using a SMART-Seq v4 Ultra Low Input RNA kit for sequencing (Takara Bio, 634898). The cDNA quality was examined on an Agilent TapeStation system using a High-Sensitivity D5000 ScreenTape (Agilent, 5067-5592). One nanogram of cDNA was used for library preparation using a Nextera XT DNA library preparation kit (Illumina, FC-131-1024 and FC-131-1096). The yield and quality of the amplified libraries were analyzed using Qubit (Thermo Fisher) and the Agilent TapeStation. The indexed cDNA libraries were normalized and combined, and the pools were sequenced on an Illumina NextSeq 550 for a 75-cycle v2 sequencing run generating 75-base pair single-end reads.

#### RNA-seq data and computational analysis

Basecalling and demultiplexing were performed using Illumina bcl2fastq v2.20.0 software with default settings, generating fastq files for further downstream mapping and analysis. Reads were aligned to the Ensembl GRCm38/mm10 reference genome using STAR v2.6.1d. Gene counts were estimated using featureCounts (v1.5.1). Normalization and sample group comparisons of gene counts were performed using the R package DESeq2 (v1.28.1). No filtering was performed before sample group comparisons, where the default DESeq2 independent filtering was applied. For the ‘positive versus negative’ comparison, a volcano plot was created in GraphPad Prism, which displayed significance and FC for the dataset together with gene symbols for the most highly regulated genes. A heat map for validated genes found to be differentially expressed (up- or downregulated by at least twofold) between the two microglial populations of interest was generated using GraphPad Prism.

### Behavior tests

The experimental mice were subjected to the following described series of behavioral paradigms.

#### Open field

The open field test was used to assess both exploratory behavior and locomotor activity. Mice were placed for 5 min in an open field (45 × 45 × 45 cm^3^). Monitoring was performed with an automated tracking system (SMART 2.5, Panlab). The behavioral parameters registered during 5-min sessions were the percentage of distance travelled in border and center zones, and, to measure a possible anxiety behavior, we calculated the time spent, in percent, in a border zone (*Arg1*-control, *n* = 10 females and *n* = 8 males; *Arg1*-cKO, *n* = 9 females and *n* = 6 males).

#### Object recognition memory

The object recognition task was used for assessing recognition memory, taking advantage of the ability to discriminate the familiarity of previously met objects. Mice were tested as described previously^76^. Briefly, female mice were placed in a cubic arena (45 × 45 × 45 cm^3^) with two identical objects, which they were allowed to explore for 15 min (training phase). One hour later, animals were exposed again to two objects, one familiar and one novel, for 10 min. The number of approximations to exploring the novel object compared to the number of explorations of the familiar object assessed the animal’s short-term memory (10 min). Twenty-four hours later, animals were exposed again to two objects, a familiar one and a new one, for 10 min, assessing the animal’s long-term memory. The relative exploration of the novel object was expressed as a discrimination index (number novel – novel familiar)/(number novel + number familiar), taking into account the training index (*Arg1*-control, *n* = 10; *Arg1*-cKO, *n* = 8).

#### Y maze

The Y maze is a test to investigate spatial memory. The maze was made of methacrylate, and each arm was 18 cm long, 38 cm high and 8 cm wide and positioned at equal angles. Working memory was assessed by recording spontaneous exploring behavior in a Y maze. The mice were placed in the center of the maze and allowed to freely explore for 9 min. In this training, we measured the spontaneous alternation triplet and the total number of entries in each arm. To study spatial memory, we used the novel arm discrimination task based on the innate preference of rodents to explore a novel environment more than a familiar one. Therefore, we blocked a specific arm for 5 min. After 1 h, the animals were placed again in the maze with all three arms opened and allowed to explore the familiar arms and the novel arm for 4 min. The percentage of entries in each arm in relation to the percentage of the first session was scored. The whole session was recorded by video and analyzed later using SMART 2.5, Panlab (*Arg1*-control, *n* = 11 females and *n* = 8 males; *Arg1*-cKO, *n* = 9 females and *n* = 6 males).

#### Rotarod

The rotarod was used to assess motor learning and neuromuscular coordination. To habituate mice to the rotarod (Ugo Basile Biological Research Apparatus), the animals were placed on the roller at a speed of 20 r.p.m. until they could remain on it for 1 min without falling off. To assay motor coordination, mice were tested as described previously^77^. Briefly, animals were tested at a rotational speed of 20 r.p.m., accelerating to 60 r.p.m. in increments of 5 r.p.m. during four successive trainings and quantifying the latency of the first fall and the number of total falls. Finally, the next day, the protocol was repeated as a final test to estimate the motor memory in all experimental groups (*Arg1*-control, *n* = 10 females and *n* = 8 males; *Arg1*-cKO, *n* = 9 females and *n* = 6 males).

### Electrophysiology

For electrophysiological recordings, 2-month-old male and female mice were used.

#### Slice preparation

Hippocampal slices were prepared as described in detail elsewhere^78,79^. Mice were anesthetized with isofluorane (2%) and decapitated for slice preparation. Briefly, after decapitation, the whole brain, containing the two hippocampi, was removed into ice-cold solution (I), positioned on the stage of a vibratome slicer and cut to obtain transverse hippocampal slices (350 mm thick), which were maintained continuously oxygenated for at least 1 h before use. All experiments were performed at near-physiological temperatures (31–33 °C). For experiments, slices were continuously perfused with the solution described above. For composition about reagents used, see Supplementary Table 2.

#### Electrophysiological recordings

fEPSPs were recorded in the CA1 region of the hippocampus and were evoked by a stimulating electrode placed on the Schaffer collaterals (0.2 Hz). Extracellular recording electrodes were filled with solution I. Stimulation was adjusted to obtain an fEPSP amplitude of approximately 0.2 mV under control conditions. In paired-pulse experiments, two consecutive stimuli separated by 40 ms were applied. Data were filtered at 3 kHz and acquired at 10 kHz. A stimulus–response curve (0.1–0.6 mA, mean of five fEPSPs at each stimulation strength) was compiled for the different mice used.

#### Plasticity protocol

After a stable fEPSP baseline period of 10 min, LTP was induced by a protocol consisting of two trains of stimuli at 100 Hz, 1 s separated by 20 s. Recordings lasted 60 and 120 min after the application of the protocol.

#### Data analysis

Data were analyzed using Clampfit 10.2 software (Molecular Devices). The last 10 min of recording were used to estimate changes in synaptic efficacy compared to baseline. The PPR was expressed as the slope of the second fEPSP divided by the slope of the first fEPSP. Data are presented as mean ± s.e.m. Statistical comparisons were made using Student’s *t*-tests. *P* values less than 0.05 were considered statistically significant.

### Statistical analysis

All statistical analyses were conducted using Prism 8 (v.9.3.1, GraphPad Software) and Stata (v 17.0, StataCorp). Results are presented as the mean ± s.e.m. Data normality was tested using the Shapiro–Wilk test. For normally distributed data, differences in means between groups were examined using two-tailed paired or unpaired Student’s *t*-tests or analysis of variance, whichever was appropriate. For data that were not normally distributed, a Wilcoxon signed-rank test for paired data, a Mann–Whitney *U*-test or a Kruskal–Wallis test was used. Differences were considered statistically significant if *P* values were less than 0.05. Raw data are available as Source Data.

### Statistics and reproducibility

All experimental studies are guided by the 3R principle, EU Directive 2010/63/EU. The investigators were blinded to the conditions of the experiments during data collection and quantification. No statistical methods were used to predetermine sample sizes, but these are consistent with previous publications^78–83^. No data points have been excluded. We excluded animals without mobility in both groups. These exclusion criteria were preestablished. Animals were randomly assigned to two groups based on genotype and were further subdivided by gender for behavioral studies. For morphometric and manual counting analyses, sample IDs were randomized using an Excel-generated randomized numerical ID.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-023-01326-3.

## Supplementary information

Reporting Summary

Supplementary Video 1 iDISCO+ 3D presentation of ARG1^+^ microglia clusters in a P10 WT mouse brain. Each dot represents a single ARG1^+^IBA^+^ cell (*n* = 1 animal).

Supplementary Video 2 iDISCO+ 3D presentation of ARG1^+^ microglia clusters in a P28 WT mouse brain. Each dot represents a single ARG1^+^IBA^+^ cell (*n* = 1 animal).

Supplementary Video 3 iDISCO+ 3D presentation of the main ARG1^+^ microglia cluster in a P10 WT mouse brain (*n* = 3 animals).

Supplementary Video 4 iDISCO+ 3D presentation of the main ARG1^+^ microglia cluster in a P28 WT mouse brain (*n* = 3 animals).

Supplementary Tables Supplementary Table 1: RNA-seq data. Supplementary Table 2: Key resources table.

## Data Availability

The bulk RNA-seq data that support the findings of this study are available at Gene Expression Omnibus under accession number GSE216893. Source data are provided with this paper. All other data are available from the corresponding authors upon request.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 6 Statistical source data.
Source Data Fig. 7 Statistical source data.
Source Data Fig. 8 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 8 Statistical source data.
Source Data Extended Data Fig. 9 Statistical source data.
Source Data Extended Data Fig. 10 Statistical source data.

How the deposited data were processed for this re-analysis (not part of the article)

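Gene expression was measured by RNA-seq in 12 libraries of microglia sorted from YARG mice at postnatal day 13, 3 libraries for each sex of ARG1+ and ARG1- microglia. According to the paper's methods, tissue of several mice was pooled for each library, RNA was amplified with the SMART-Seq kit, libraries were made with Nextera XT and sequenced as single-end reads, and the authors aligned the reads with STAR to the Ensembl mouse genome GRCm38 and counted them on genes with featureCounts. The values the authors deposited are these raw counts per gene, with no normalization, 1 column per library. Every column was matched to its library by name, and 0 columns were left unused. The authors then compared the populations with DESeq2's Wald test.

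The table holds 55487 genes by Ensembl identifier, and no line of it is without a gene. Symbols, positions and gene types were taken from GENCODE M21, which matched 55227 identifiers. The 260 identifiers without a match held 0.0333% of all counts. Total counts lay between 28356659 and 60625170 per library, so that 3 counts in a library, taken as the limit under which a gene is read as absent, equal at most 0.106 CPM (counts relative to the library total). Replicate libraries were compared by a chi-square of their counts, and all 12 pairs of the same group differed by far more than sampling noise (from 40.7 to 125 times their degrees of freedom), so each library was counted as 1 replicate.

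The analysis started from the deposited counts in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr on the 4 groups (16908 kept), normalized by TMM and tested with glmQLFit and glmQLFTest, with Benjamini–Hochberg adjustment and a limit of 0.05. ARG1+ and ARG1- microglia were compared with sex as a second term. Females and males within each population, and the difference between these sex effects, were compared in a fit of the 4 group means. Standard errors of log2 fold changes were obtained from the fold change and its F statistic. Gene lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1 on voom-transformed counts. Cluster 1 genes were compared with the other genes tested by Fisher's exact test, with a fold change limit of 1.5. Distances between libraries are root mean square differences of log2 CPM with a prior count of 2.

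On simulated counts of 16908 genes, drawn from the real means and library sizes with 200 genes changed, the edgeR test called 83 of the changed genes, all in the right direction, and 1 unchanged gene. With no gene changed it called 0. The simulated spread of each gene was the same in both populations, unlike in the real libraries. For a sex difference in ARG1- microglia only, 49 of 200 changed genes were called in the sex contrast and 20 in the interaction. In the simulated comparison of ARG1+ with ARG1-, DESeq2 without a prior called 107 changed and 51 unchanged genes, and with a beta prior 103 and 28. DESeq2 was not simulated for sex or the interaction.

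Genes named in the text are those that the paper names in its RNA-seq results or Fig. 3, the 5 with the largest fitted increase and the 5 with the largest fitted decrease among genes at an adjusted p under 0.05 whose populations do not overlap, and the 5 with the smallest p in each sex contrast and the interaction. Other genes named were chosen after their values were seen. The result of 1 gene covered by this rule is not reported here. Lists of border macrophage, monocyte, neutrophil, T cell, neuron, oligodendrocyte, astrocyte, endothelial, cell cycle, immediate early, interferon, disease-associated microglia (DAM), ribosomal protein and retained-intron genes were written before the data were examined.

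The alternatives set before the data were examined were DESeq2 size factors and upper-quartile factors in place of TMM, no filter, a filter of at least 10 counts in every library, an added term for libraries numbered 13 to 16 in the labels, counts thinned to the smallest library total, removal of each library's trend on gene length and GC content (mgcv 1.9.3), DESeq2 1.42.0 without a prior and with a beta prior and no sex term, ARG1 status alone, glmTreat against 2-fold, the 6 libraries of a sex contrast alone, genes outside the sex chromosomes, a prior count of 0.5, the 500 genes of highest variance, and each of the 12 libraries left out in turn. DESeq2 with a beta prior on the 4 groups was added after seeing the data. Supplementary Table 1 of the paper was used only in part and only for single values. Protein, imaging and behavioral experiments were not analysed here.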

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

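The tests of *Arg1* loss in single libraries were chosen after the result was seen, and those of the gene lists before. In 136 groups of 6 libraries, the genes named in the text and the library totals were searched for a library far from the other 5 of its population. There were 15 such groups, where chance gives 6.8.

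In 4 of them, the far library held 1 or 2 counts and the other 5 held 0 or 1, which is within counting noise. These were *Colec12* in ARG1- male replicate 6 (0.0669 CPM), *Trim6* and *Hgf* in ARG1- male replicate 14 (0.0296 each) and *Rhbdl1* in ARG1- female replicate 1 (0.0300). In ARG1- female replicate 1, *Lgmn* (7104 CPM) and *Slco2b1* (3561) were higher than in the other 5 libraries, and the share of mitochondrial transcripts (0.247%) was lower. *Tgfbr1* was lower in ARG1- male replicate 14 (1136) than in the other 5. In ARG1+ male replicate 11, *Sparc* (4947), *Trem2* (1556) and *Crybb1* (368) lay above the other 5 libraries. In ARG1+ female replicate 7, *Hgf* (4.19) was higher and *Il6* (0.0634) was lower, and in ARG1+ female replicate 15, *C3* was higher (93.1). No biological or technical explanation was tested for these libraries one by one. ARG1- male replicate 6 had the lowest total of its population, and the totals of the other libraries named here lay within those of their population.

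*Arg1* was at 1.48 CPM in ARG1+ female replicate 15, against 2 counts in 1 other ARG1+ library and 0 in the remaining 4. The populations were sorted on a reporter of this gene, so a candidate explanation is that *Arg1* transcripts were lost in single libraries of the other replicates. Of 2694 genes with counts from 0.5 to 2 times as high in that library, 107 (3.97%) were at 0 in at least 4 of the other 5 ARG1+ libraries. Such a pattern therefore occurs among genes of this level, but it is rare, no limit for it had been set, and a single library leaves loss in the others and *Arg1* transcripts present in this pool of mice alone unresolved. These explanations cannot be told apart with 1 library. By RT–qPCR on sorted cells, the paper found *Arg1* expression confined to the ARG1–YFP+ population. That result bears on whether *Arg1* transcripts were in this pool alone, but it was not re-analysed here.

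Besides the DAM genes, a kind of microglia that the paper refers to, 4 of the gene lists stood apart from the other genes between ARG1+ and ARG1- microglia. The 11 border macrophage genes tested had a median log2 fold change of 0.82 (camera adjusted p = 0.0307, fry adjusted p = 0.00115, 0.0362 unadjusted with an estimated correlation), and 2 of the 14 genes listed are named by the study. The 10 abundant transcripts named in advance were tested as a set. Of these, 8 could be tested, 6 were fitted higher, and the set lay above the other genes (p = 0.0355 by limma's camera with its preset correlation of 0.01, and 6.7e-04 by fry). *Stab1* rose from 239 ± 75.3 to 431 ± 138 CPM (SD, n = 6) and *Folr2* from 2.84 ± 1.10 to 8.41 ± 3.97, and these 2 were the only members higher at an adjusted p under 0.05. Against this, *F13a1* (log2 fold change -0.10) and *Cbr2* (-0.83) were fitted lower, *Mrc1* did not change beyond its spread, *Pf4* had only 1.03 ± 1.12 CPM in ARG1+ and 0.564 ± 0.321 in ARG1- microglia, and *Lyve1* and *Cd163*, at 0.0662 and 0.119 CPM in ARG1+ microglia, did not pass the filter on low counts. The camera adjusted p of the list was from 0.0100 to 0.0972 across the other settings, the highest with only genes of at least 10 counts in every library. It was above 0.05 in 4 of the 12 fits that each left out 1 library, at 0.0602 without ARG1+ female replicate 15, 0.0907 without ARG1- male replicate 5, 0.0520 without ARG1+ male replicate 11 and 0.0514 without ARG1+ male replicate 16. A share of border macrophages among the sorted ARG1+ cells may therefore contribute to the difference, and a rise of *Stab1* and *Folr2* in microglia themselves stays open. How many of the other genes it would explain was not tested.

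Oligodendrocyte genes were lower in ARG1+ microglia (9 tested, median log2 fold change -0.62, camera adjusted p = 0.0220), but fry gave an adjusted p of 0.0527 and an estimated correlation an unadjusted p of 0.180. The most abundant, *Cnp*, fell from 194 to 133 CPM (log2 fold change -0.55, adjusted p = 0.00467). No explanation was tested for this list. Across the other settings its camera adjusted p was from 0.0101 to 0.0501, the highest with only genes of at least 10 counts in every library, and it was 0.0602 without ARG1+ female replicate 15 and 0.0506 without ARG1- male replicate 5.

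Ribosomal protein genes were lower in ARG1+ microglia (78 tested, median log2 fold change -1.20, 76 at an adjusted p under 0.05, camera adjusted p = 6.0e-51, fry adjusted p = 1.7e-04, 0.0242 unadjusted with an estimated correlation), and 2 of the 80 genes listed are named by the study. Genes with retained introns or transcripts kept in the nucleus were higher (26 tested, median log2 fold change 0.56, 15 at an adjusted p under 0.05, camera adjusted p = 2.9e-06, fry adjusted p = 0.00317), though not with an estimated correlation (unadjusted p = 0.130), and 4 of the 26 are named by the study. Among them, *Neat1* rose from 7.02 ± 4.09 to 42.1 ± 8.59 CPM (SD, n = 6), with all 6 ARG1+ libraries above all 6 ARG1- libraries, while *Tra2b* fell. Gene length and GC content of the libraries do not account for both shifts, since after their trends were removed the larger adjusted p of the 2 lists was 3.5e-06. Library depth does not either, since at equal depth it was 2.3e-06. A candidate biological explanation is a larger nuclear share of RNA, or a lower translation capacity, in ARG1+ microglia at this age. RNA quality and the loss of cytoplasm during sorting were not tested, and they stay open.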

How the results depend on the processing

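The cause of each change below was not tested unless the setting itself shows it. By the Fig. 3 legend, both populations were sorted from the tissue of 3 litters per sex, a design paired by litter where each tissue gave both populations. No paired analysis was possible because the labels do not say which libraries share a litter, and the populations share no replicate number.

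Between ARG1+ and ARG1- microglia, DESeq2's Wald test without a prior gave 1061 genes at least 2-fold higher and 4105 genes at an adjusted p under 0.05, and it moved the share of 2-fold genes that were higher from 60.5% to 72.3%. In the simulation this test also called 51 unchanged genes. The glmTreat test, which asks for more than a 2-fold change and so calls fewer genes by construction, gave 42 higher and 4 lower. DESeq2 with a beta prior on the 4 groups, chosen after seeing the data, gave 242 higher and 143 lower, and 154 and 112 among protein-coding genes. Across the 12 fits that each left out 1 library, the numbers were 356 to 582 genes higher, 199 to 420 lower and 1753 to 2669 at an adjusted p under 0.05. The lowest of each came without ARG1+ male replicate 12, the library whose absence moved them by over 1.5 times. Of the 901 genes past both limits, 850 stayed past both with DESeq2 size factors, 876 with upper-quartile factors, 708 with no filter, 826 with a term for the library numbers, 831 with DESeq2 without a prior, 619 with a beta prior and no sex term and 851 with ARG1 status alone. The fewest, 366, stayed past both with the beta prior on the 4 groups.

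When only genes with at least 10 counts in every library were tested, 13 signature genes were higher, of the 14 that passed this filter. With a limit on the adjusted p, 9 cluster 1 genes were over 1.5-fold higher.

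Female and male ARG1- microglia differed in 0 genes with at least 10 counts in every library, a filter that removes each gene without counts in one sex, in 404 by DESeq2 without a prior, in 10 outside the sex chromosomes and in 5 with the 6 libraries of the contrast alone. For ARG1+ microglia these numbers were 0, 39 and 0 for the first 3 settings. The interaction gave 284 genes by DESeq2 without a prior, against 0 with edgeR. Leaving out 1 library gave 11 to 48 genes for the sexes in ARG1- microglia, with 48 without ARG1- male replicate 5, and 0 to 10 for the interaction, with 10 without that library and 3 without ARG1- female replicate 13. The interaction result is therefore not stable against single libraries or against the choice of test.

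*Socs3*, at a log2 fold change of -0.0052, changed its fitted direction in these settings. It was 0.034 with DESeq2 size factors, 0.0095 with upper-quartile factors, 0.026 with no filter, 0.034 with at least 10 counts in every library, 0.0094 with the term for library numbers, 0.0031 at equal depth, 0.054 without length and GC trends, 0.041 by DESeq2 without a prior, 0.019 with a beta prior and no sex term, 0.032 with the beta prior on the 4 groups, chosen after seeing the data, and from -0.19 to 0.17 with 1 library left out. *Slco2b1* was at -0.039 without length and GC trends and from -0.032 to 0.16 with 1 library left out, the lowest without ARG1+ male replicate 12. With 1 library left out, *Csf1r* lay from -0.016 to 0.18 and *Itgb5* from -0.040 to 0.084, both lowest without ARG1- male replicate 14, and *Tnf* from -0.58 to 0.26, higher only without ARG1- female replicate 1. The adjusted p of these 5 genes was above 0.05 in every setting run. The median of the endothelial genes was -0.28 with at least 10 counts in every library. With 1 library left out, that of the monocyte genes lay from -0.70 to 0.46 (highest without ARG1- male replicate 5), of the astrocyte genes from -0.57 to 0.20 (without ARG1- male replicate 14) and of the interferon genes from -0.26 to 0.090 (without ARG1- female replicate 2).

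The numbers of homeostatic genes lower (18 to 20) and of activation markers (0) stayed on their side in every setting run for them, and the distance ratios stayed within their spread, from 0.965 to 1.13 in ARG1+ and from 0.967 to 1.07 in ARG1- microglia with 1 library left out. The depth limits genes near 3 counts per library, for which only lower limits of a fold can be given, and 166 of the 545 genes higher are of this kind.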

Differences from the paper's values

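The paper's copy of Supplementary Table 1 used here holds 1996 of the 15628 genes that the full table lists, so it was compared gene by gene only.

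The paper reports 150 genes at least 2-fold higher and 109 lower in ARG1+ microglia, against 545 and 356 here. None of the alternatives set before the data were examined brought either number within 1.5 times of the paper's. With DESeq2 and a beta prior on the 4 groups, the 2 sexes averaged, a setting chosen after seeing the values, the numbers were 242 and 143, and 154 and 112 for protein-coding genes alone. It was one of 5 comparisons with a beta prior tried. On it, 26 combinations of 2 sets of genes with 6 adjusted p limits or 7 limits on the mean count were tried, also after seeing the values, and none gave both of the paper's numbers. Others came as close as the protein-coding genes did. With all genes, mean counts over 100 and over 150 came close to both, the latter with 146 and 116, and an adjusted p under 1e-05 gave 140 and 113. With protein-coding genes and a mean count over 50, the numbers were 140 and 110. These tries do not single out one of them. With that model, the log2 fold changes of the 24 signature genes were those of the paper's table to the digits printed, such as 1.70 for *Apoe* and 2.99 for *Colec12*. The paper's text does not name the groups in the model. Its Fig. 3 legend restricts the genes included, by a criterion the text does not define.

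The same setting also gave the paper's value for each gene below. The paper's log2 fold change is 1.59 for *Clec7a*, against 1.90 here, 1.39 against 3.67 for *Mgl2*, 1.30 against 2.01 for *Lgals3*, 1.99 against 2.52 for *Spp1*, 0.703 against 1.31 for *C3*, 2.52 against 5.62 for *Orc1*, 1.73 against 3.80 for *F2r*, 1.66 against 4.10 for *Nedd9*, 1.64 against 2.20 for *Snx29*, 1.61 against 2.10 for *Nbl1* and 1.58 against 1.90 for *Nrp2*. Among the alternatives set before the data were examined, DESeq2 with a beta prior and no sex term came within the error for all of these except *Orc1*, though its values for *Mgl2* (0.51), *F2r* (0.62) and *Nedd9* (0.59) lay well under the paper's. ARG1 status alone did so for *Mgl2*, *F2r* and *Nedd9*, removal of length and GC trends for *Nrp2*, and leaving out 1 library for *Clec7a*, *C3*, *Nedd9* and *Nrp2* in 3 fits each. The other alternatives did not.

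For genes at or under 3 counts in all ARG1- libraries, only lower limits are given here. The paper's fold change is 7.95 for *Colec12*, against at least 43.5 here, 6.93 against at least 21.4 for *Trim6*, 5.10 against at least 40.0 for *Adam8*, 4.13 against at least 21.0 for *Hgf* and 3.97 against at least 25.5 for *Rhbdl1*. A lower limit was not recomputed under the alternatives. It covers the counting floor only, not the spread between libraries, so it does not exclude the paper's smaller values.

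The paper lists *Mgl2* and *C3* among genes higher in ARG1+ microglia and *Cd274* and *Nedd9* among the most increased, while their adjusted p values here were 0.0552, 0.126, 0.222 and 0.101. DESeq2 without a prior called all 4 of them, with adjusted p values of 3.2e-04, 0.0429, 0.00630 and 1.1e-04. DESeq2 with a beta prior on the 4 groups, chosen after seeing the values, also called all 4, with adjusted p values of 5.3e-06, 0.0410, 2.2e-10 and 2.6e-08. *Mgl2* was also called at equal depth (0.0476), without length and GC trends (0.0499) and without ARG1+ female replicate 8 (0.0484), and *C3* by DESeq2 with a beta prior and no sex term (0.0376) and without ARG1- male replicate 5 (0.0297). The paper states that *Arg1* transcripts were not observed in its RNA-seq, while its RT–qPCR found them in sorted ARG1–YFP+ cells. In the deposited counts, 52 were found in 1 ARG1+ library and 2 in another. The paper states that ARG1+ microglia vary substantially less by sex. The interaction gave 0 genes at an adjusted p under 0.05 here, a count that any relabelling of sex reaches, so it does not decide the question. At an unadjusted p under 0.05 it gave 1576 genes, and 2 of 100 relabellings, the real one included, gave as many. DESeq2 without a prior gave 284 interaction genes at an adjusted p under 0.05.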

Other observations

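The tests of lost transcripts, of genes absent from 1 sex and of ribosomal RNA reads were chosen after the results were seen. Those of other splits of the libraries, gene length, GC content and library depth in the comparison of ARG1+ with ARG1- microglia were set before.

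Of 100 splits of the 12 libraries into 6 and 6, only the real split (1 of 100) gave as many as 2682 genes at an adjusted p under 0.05, and the next largest gave 4. After each library's trend on gene length and GC content was removed, 665 of the 901 genes at least 2-fold higher or lower stayed past both limits, and 839 did at equal library depth. These values argue against gene length, GC content and library depth as the whole cause. Loss of rare transcripts in ARG1- libraries was tested with genes of at least 10 counts in every library, where 603 of the 901 could be tested and 554 stayed past both limits, so it is not the whole cause either. For the genes that this filter removes, loss stays open. A contribution of border macrophages also stays open (p = 0.0355 by camera with its preset correlation), and a difference between the cells themselves was not tested apart from it.

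Of the 10 splits of the 6 ARG1- libraries into 3 and 3, 1 gave as many as 16 genes between females and males, the real one, and another gave 14, all outside the sex chromosomes. Of the 10 splits of the ARG1+ libraries, 1 gave as many as 6, the real one, and the others gave 0, though 2 of the others gave more genes at an unadjusted p under 0.05 (835 and 539 against 528). With 10 splits the share cannot fall under 0.1. For the interaction, 0 genes were observed, a number that any relabelling of sex reaches (100 of 100), so the count at an adjusted p under 0.05 decides nothing. At an unadjusted p under 0.05, 2 of the 100 relabellings, the real one included, gave as many as the 1576 genes observed.

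A set of 8 genes was absent (at most 3 counts) from all 3 ARG1- libraries of one sex and present with at least 20 counts in the other 9 libraries. In ARG1- males there were 7, *Ppp1r26*, *Ldlrad3*, *Crispld2*, *Ube2e2*, *Mgl2*, *Nedd9* and *F2r*, and in ARG1- females 1, *A530064D06Rik*. A candidate explanation is the loss of rare transcripts in single libraries, because 3 of the 10 splits of the ARG1- libraries into 3 and 3, the real one included, gave as many absent genes, and one gave 12. A second test, from the number of transcripts lost in each library, gave 3.18 genes where 7 were seen in ARG1- males (exact Poisson p = 0.0431, or 0.431 adjusted over the 20 sets of 3 ARG1- libraries), and 2 of the 20 sets were under 0.05 unadjusted. Library depth does not explain the pattern, since the 3 ARG1+ female libraries had a lower median total (30712115 against 32919277 in ARG1- males) and 0 such genes. The paper gives 3 litters per sex as its replicates, so one litter as the source of RNA shared by the 3 libraries of a group goes against its design. A step of preparation that these 3 libraries had in common and a difference between the sexes cannot be told apart for these 7 genes, because each set of 3 libraries is 1 sex of 1 population.

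The spread between libraries was larger in ARG1- microglia, with a biological coefficient of variation of 77.1% against 43.9% in ARG1+ microglia. At equal depth, ARG1- libraries lacked 271 ± 141 transcripts (SD, n = 6) that the other 5 libraries of their population held with a median of at least 30 counts, and ARG1+ libraries 88.2 ± 79.8 (two-sided exact permutation test, p = 0.0195). A count of lost transcripts is itself a measure of spread within a population, so it cannot show that loss causes the spread. The permutations also kept these counts fixed and did not recount them in each split. Whether loss accounts for part of the spread, or of the difference in the number of genes that vary by sex, stays open. Library depth does not account for the larger spread, since ARG1- libraries had the higher median total (37377368). The amount of RNA in each sort was not tested.

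*Lars2*, *Gm15564* and *Mir6236* were lower in ARG1+ microglia (log2 fold changes -1.71, -2.42 and -2.51, all at an adjusted p under 0.05 and with the 2 populations apart in all 12 libraries), as was *CT010467.1*, which is annotated as ribosomal RNA (-1.66). With the group means removed, *Lars2* rose and fell with *CT010467.1* across the 12 libraries (Pearson's r = 0.718, permutation p = 0.00962; Spearman's rho = 0.720, permutation p = 0.0104), as did *Gm15564* (r = 0.838, p = 6.0e-04; rho = 0.867, p = 6.1e-04) and *Mir6236* (r = 0.715, p = 0.00909; rho = 0.552, p = 0.0669). Adjusted over the 3 relations, the p values of r were 0.00962, 0.0018 and 0.00962. The permutations shuffled values freely over all 12 libraries. With the group means removed, these values are not independent, so the permutation p values are likely too small. Without the 2 libraries farthest from the median of *CT010467.1*, r was 0.831, 0.782 and 0.571. Each correlation was higher than that of at least 98.4% of the other genes. The lower counts of these genes may therefore reflect ribosomal RNA reads counted on them. A lower ribosomal RNA content in ARG1+ microglia stays open.

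Of the remaining lists, DAM genes were higher as a set (24 tested, median log2 fold change 0.60, 14 at an adjusted p under 0.05, camera adjusted p = 2.6e-05, fry adjusted p = 1.9e-05, 0.0106 unadjusted with an estimated correlation), and 9 of the 24 are named by the study and 3 are among its homeostatic genes. Of genes that the study does not name, *Gpnmb* rose from 1.81 ± 2.16 to 27.5 ± 12.3 CPM (SD, n = 6) and *Csf1* from 16.6 ± 6.52 to 58.0 ± 12.8, while *Cst7* did not change beyond its spread (log2 fold change 0.16, adjusted p = 0.743). These 3 were chosen after their values were seen. Monocyte (3 tested, -0.26), neuron (8, -1.92), astrocyte (8, -0.44), endothelial (5, 0.53), cell cycle (16, -0.13), immediate early (13, 0.37) and interferon genes (12, -0.11) had the median log2 fold changes given and camera adjusted p values of 0.203, 0.203, 0.530, 0.972, 0.203, 0.144 and 0.293. By fry, monocyte and immediate early genes were under 0.05 (adjusted p = 0.0173 for both). Of the neuron list, 1 gene, and of the retained-intron list, 1 gene, is also in another list.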
